# Sirtuin1 mitigation of calcium oxalate nephropathy via enhancing itaconate abundance through reduction of histone trimethylation

**DOI:** 10.1002/ctm2.70450

**Published:** 2025-08-18

**Authors:** Xiangyang Yao, Haoran Liu, Chen Duan, Yangjun Zhang, Xiaoliang Wu, Bo Li, Sheng Li, Yan Gong, Tongzu Liu, Xinghuan Wang, Hua Xu

**Keywords:** calcium oxalate nephropathy, itaconate, macrophage, Sirt1

## Abstract

**Background:**

Clinical therapeutic approaches to prevent and treat renal injury in patients with acute kidney injury (AKI) and chronic kidney disease (CKD) induced by calcium oxalate (CaOx) are limited. As a pivotal deacetylase, Sirtuin1 (Sirt1) exhibits notably anti‐inflammatory effects, but its metabolic mechanism in regulating CaOx nephropathy remains unexplored.

**Methods:**

We analysed organic acid metabolism in kidney using the nontargeted metabolome and identified key targets by RNA‐seq. Evaluate renal injury and oxidative stress using techniques such as Positron Emission Tomography‐Computed Tomography (PET/CT) and transmission electron microscope. The protective mechanisms of Sirt1 against CaOx‐induced kidney injury and subsequent crystal deposition were demonstrated using in vitro coculture systems and in vivo Sirt1 conditional knockout mice.

**Results:**

We found that Sirt1 has a significant protective effect on renal injury and oxidative stress induced by CaOx. Sirt1 expression decreases in CaOx nephropathy mice, and activation of Sirt1 reduces CaOx‐induced kidney injury and crystal deposition by increasing the level of itaconate. In addition, it was found that Sirt1 enhances immunoresponsive gene 1 and inhibits Sdha by trimethylating histones, thereby regulating the oxidation levels of itaconate and succinate. Furthermore, we emphasise the valuable role of Sirt1 agonists and exogenous itaconate in alleviating crystal induced kidney injury.

**Conclusions:**

Our study revealed a previously unknown function of Sirt1 in CaOx nephropathy. By regulating itaconate level through epigenetic, Sirt1 protects against renal inflammation and oxidative damage induced by CaOx. Our preclinical data suggest that targeted Sirt1 agonism represents a promising therapeutic intervention for progressive crystallopathic nephropathy, potentially disrupting the inflammation–crystallisation vicious cycle.

**Highlights:**

- Sirt1 is significantly reduced in CaOx‐induced nephropathy models in vivo and calcium oxalate monohydrate (COM) induced in vitro.
- Sirt1 in macrophages alleviated CaOx‐induced kidney injury and crystal deposition via elevating itaconate levels. Conditional knockout of Sirt1 in vivo significantly exacerbates renal crystal deposition and function damage.
- We accurately evaluated CaOx‐induced renal inflammation status by micro ^18^F‐FDG PET/CT, and observed macrophage phagocytosis and encapsulation of crystals exposed to epithelial cells through scanning electron microscopy.
- Sirt1 agonists can be used as preventative and therapeutic agents for CaOx nephropathy, and exogenous supplementation of itaconate effectively alleviated renal crystallisation and inflammatory damage.

## 1 INTRODUCTION

Renal damage instigated by crystals within the kidney serves as a critical factor in the development and progression of nephrocalcinosis, acute kidney injury (AKI) and chronic kidney disease (CKD).^1^, ^2^, ^3^ Crystal‐induced nephropathy is categorised into three types based on the crystal deposition site: intravascular (type 1), nephron (type 2) and urinary tract (type 3).^2^ The AKI caused by calcium oxalate (CaOx) crystals epitomises the classical manifestation of type 2 crystal‐induced AKI.^4^, ^5^ The presence of CaOx in renal tubules leads to its direct adherence to the tubular epithelial cells (TECs), triggering severe inflammatory responses and cellular damage, with macrophages (Mϕs) playing an indispensable role in this process.^6^, ^7^ It is understood that M1 macrophages (M1Mϕs) exacerbate crystal deposition by inducing inflammation‐related oxidative stress, whereas M2 macrophages (M2Mϕs) exhibit anti‐inflammatory properties and facilitate crystal phagocytosis.^8^, ^9^, ^10^ This phenotypic transformation is fundamentally driven by metabolic reprogramming.^11^ The alteration of the tricarboxylic acid (TCA) cycle represents a metabolic adaptation mechanism that accompanies the activation of inflammatory macrophages, where endogenous metabolites exert a regulatory influence on the inflammatory response.^11^

Succinate, a central metabolic intermediate at the interface of the TCA cycle and mitochondrial electron transport chain, serves dual regulatory functions as both a bioenergetic substrate for complex II (succinate dehydrogenase, SDH) and an inflammatory signalling molecule through IL‐1β‐mediated pathways.^12^, ^13^ Mitochondrial SDH generates abundant reactive oxygen species (ROS) during succinate oxidation, which stabilises the hypoxia‐inducible factor (HIF)‐1α through redox signals and promotes the release of IL‐1β.^11^, ^14^, ^15^ Conversely, itaconate, another metabolite in the TCA cycle, exhibits anti‐inflammatory properties in reducing ROS production by inhibiting SDH activity.^16^ Itaconate, a metabolite produced by the enzyme encoded by immunoresponsive gene 1 (Irg‐1), exhibits increased levels in lipopolysaccharide ‐activated Mϕs, eliciting antioxidant and anti‐inflammatory responses.^17^ Previous studies have demonstrated that pro‐inflammatory macrophages predominantly rely on glycolysis, generating more ROS through the oxidation of succinate by SDH. The inhibition of succinate oxidation can alter the pro‐inflammatory state of macrophages.^11^ Therefore, itaconate may be a valuable metabolic intermediate in regulating CaOx nephropathy.

Sirtuin1 (Sirt1), an NAD^+^‐dependent histone deacetylase, is essential in regulating cellular energy homeostasis, cell metabolism and aging.^18^ Studies have shown that Sirt1 is significantly up‐regulated during macrophage differentiation, where its NAD⁺‐dependent deacetylase activity mediates the silencing of inflammatory genes and restricts the expression of pro‐inflammatory genes.^19^ Our previous research indicated that metformin orchestrates macrophage polarisation towards the anti‐inflammatory M2 phenotype via Sirt1 activation, and this pharmacological reprogramming attenuated crystal deposition and kidney injury.^20^ Meanwhile, Sirt1 also inhibits the TLR4 and ferroptosis signalling pathway, thereby reducing inflammation and oxidative damage of TECs.^21^, ^22^ Consequently, we hypothesised that Sirt1 may impact the occurrence and progression of CaOx nephropathy by regulating macrophage metabolism.

Our results underscore that Sirt1 affects itaconate metabolism and succinate oxidation through the Irg‐1/Sdha pathway. This process mitigates inflammation and oxidative stress‐induced damage to TECs while alleviating CaOx crystal deposition. Sirt1 agonists might be a valuable option to delay progressive forms of CaOx nephropathy.

## 2 MATERIALS AND METHODS

### 2.1 Animal experiments

C57BL/6J mice (6–8 weeks) were obtained from the Hubei Experimental Animal Research Center. Myeloid conditional Sirt1 knockout mice generated by hybridising Sirt1^flox/flox^ mice (T006657; GemPharmatech Inc, China) and Lysm‐cre transgenic mice (T003822; GemPharmatech Inc, China). All mice were raised in the Center of Experimental Animals at Zhongnan Hospital of Wuhan University in accordance with the NIH Laboratory Animal Care and Use Guidelines (details can be found in our previous manuscript).^20^, ^23^ Groups of 6‐week‐old (*n* = 6 mice/group) male mice were randomised to receive intraperitoneally injected with glyoxylate (Gly) (100 mg/kg/d, 100 µL) continuously for 7 days to establish a CaOx nephropathy model,^10^, ^24^, ^25^ while the control mice were replaced with normal saline (100 mg/kg/d, 100 µL). To investigate the effect of Sirt1 on CaOx nephropathy, SRT1720 (20 mg/kg/d, 100 µL) and 4‐octyl itaconate (OI, 50 mg/kg/d, 100 µL) were injected intraperitoneally for 10 days,^26^, ^27^ and other drugs were injected intraperitoneally at 10 mg/kg/d. After 10 days, all animals were euthanised, and kidney tissues were collected. All animal experiments were approved by the Ethics Committee of Zhongnan Hospital of Wuhan University (MRI2023‐LACA18).

### 2.2 Primary cell culture

After mice were euthanised, the tibias and femurs of the hind limbs were excised. Bone marrow‐derived macrophages (BMDMs) were obtained by washing the bone marrow cavity with sterile PBS, and then incubated in RPMI 1640 medium containing 10% FBS and 50 ng/mL M‐CSF at 37°C and 5% CO_2_ for 7 days.

Meanwhile, we separated the kidney tissues of mice and crushed the renal cortex. After 30 min of digestion with type I collagenase (37°C), renal TECs were separated by gradient density centrifugation. To further investigate the effect of COM‐stimulated TECs on BMDMs, we simulated a BMDM‐TEC coculture system using a Transwell chamber.

### 2.3 Statistical analysis

All statistical analyses were performed with R software (version 4.1.1) and GraphPad Prism (version 8.0.2). The expression data are expressed as the mean ± SD. Student's *t*‐test and one‐way analysis of variance were used to compare group differences. *p* < .05 indicated statistical significance.

### 2.4 Additional methods

For details, please see Supporting Information.

## 3 RESULTS

### 3.1 Sirt1 enhances itaconate abundance and Irg‐1 levels in macrophages

To delineate the organ‐specific expression profile of Sirt1 in mice, we quantified the mRNA and protein levels of Sirt1 in primary organs responsible for metabolism (including liver, kidney, intestine and stomach) of adult mice and found that its expression was higher in the kidney (Figures 1A,B and S1A). Additionally, a notable decrease in Sirt1 protein was observed in nephropathy mice induced by Gly (Figures 1C,D and S1B). However, administration of SRT1720—a pharmacological activator of Sirt1—did not elevate Sirt1 protein abundance (Figure S1C,D), since it mainly enhances Sirt1 enzymatic activity (Figure S1C,D). To assess the functional consequences of Sirt1 on organic acid metabolism in CaOx nephropathy mice, we performed untargeted GC–MS metabolomic analysis comparing the Gly group and Gly+SRT1720 group (Figure S1E). The results indicated significant accumulation of both itaconate and succinate upon Sirt1 activation (Figure 1E). In addition, we analysed the abundance of major metabolites in the TCA and found that the level of itaconate increased more than fourfold after Sirt1 activation and was the sole mitochondrial feature that occurred universally in a range of metabolically diverse tissues (Figure 1F). However, the increased level of succinate might be attributed to itaconate inhibiting succinate oxidation by SDH, leading to succinate accumulation. Therefore, we focused on the potential role of itaconate in mitochondrial ROS. Remodelling of the TCA cycle is a metabolic adaptation mechanism that accompanies macrophage activation, in which endogenous metabolites are indispensable in regulating specific processes of the inflammatory response. Our previous research showed that Sirt1 promotes M2Mφ to alleviate crystal‐induced kidney damage, and the transformation of this phenotype is essentially driven by metabolic reprogramming. To further explore the positive role of Sirt1 in macrophages, we extracted BMDMs (Figure S1F) and performed RNA‐seq analysis. 

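Bone marrow-derived macrophages (BMDMs) of C57BL/6J mice, differentiated for 7 days in M-CSF at 50 ng/mL, were sequenced in 3 groups of 6 samples. The BMDMs lay in the upper chamber of a Transwell with pores of 0.4 μm, above renal tubular epithelial cells (TECs). In the NC group the TECs received no crystals and the BMDMs received PBS. In the COM group the BMDMs received PBS as well, while the TECs were exposed to 100 μg/mL calcium oxalate monohydrate (COM) crystals for 24 h, and in the COM+Met group the BMDMs above such TECs received 5 mM Met, an abbreviation that the sample labels do not spell out. The paper's text does not describe the COM+Met samples, and no sample label names SRT1720 or a change in Sirt1. Its introduction says that the authors' earlier work pointed to metformin acting on macrophages by activating Sirt1. Whether Met stands for metformin cannot be told from the labels. Fig. 1I shows the NC and COM groups.

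TruSeq libraries were made from total RNA. The authors deposited FPKM values (mapped fragments scaled to the length of each gene and to the total of each sample) for 25926 genes, with a column for each sample. The submitters' processing notes name Bowtie 0.12.2 and the mouse builds mm8 and mm9, while the program that calculated FPKM and its annotation are not given in the sources used here. Of the genes in the table, 3890 (15.0%) carry names of new gene models without an Ensembl identifier. The values summed to between 415715 and 430822 in NC (median 420130), between 380731 and 449186 in COM (median 427057) and between 430165 and 441308 in COM+Met (median 436296). These sums depend on gene length and are not the read depth, which is unknown. Among genes below 0.5 FPKM in a pair of samples, the most common ratio of their values was shared by only 0.72% to 0.82% of genes, so whole reads could not be recovered from the values.

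FPKM was compared on the scale log2(FPKM + 1), which understates the changes of low genes, over genes with a mean of at least 1 FPKM in the samples compared. The tests were made with limma (trend on mean expression) and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p below 0.05 and a change of at least 2-fold. Neither the paper nor the sample labels say whether the 6 samples of a group came from separate cultures or mice, so the p-values measure only the spread between these samples, which may be technical. No sequencing batch or date is given for the samples.

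Over the 10751 genes with a mean of at least 1 FPKM in all 18 samples, Pearson correlations between samples ran from 0.938 to 0.995 within NC, from 0.888 to 0.995 within COM and from 0.989 to 0.995 within COM+Met. Between NC and COM samples they ran from 0.691 to 0.920. Within NC, NC-5 and NC-6 correlated with each other at 0.993 and with the other NC samples at no more than 0.962. Within COM, COM-1, COM-2 and COM-3 correlated with each other at 0.992 to 0.994, COM-4 and COM-5 with each other at 0.995, and COM-1 with COM-4 at only 0.948. The highest correlation of COM-6 with another COM sample was 0.935.

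**Figure D1:**
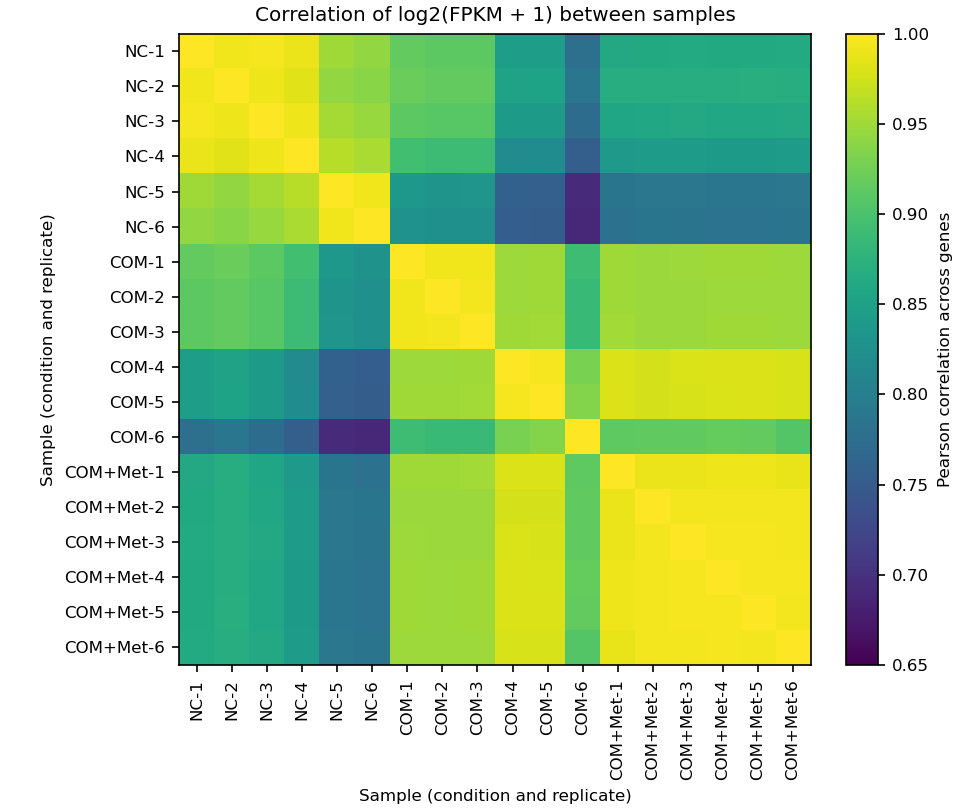
Pearson correlations of log2(FPKM + 1) between the 18 samples over 10751 genes. Each square is a pair of samples, named on both axes by condition and replicate, and the colour gives the correlation, from 0.65 to 1. The COM+Met samples lie close together, while the squares of COM-6 with the other COM samples and of NC-5 and NC-6 with the other NC samples are darker.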

Gene Ontology enrichment revealed that the majority of differentially expressed genes were associated with immunity and inflammation regulation (Figure 1G), and Kyoto Encyclopedia of Genes and Genomes pathway analysis identified three predominant signalling pathways: ‘Toll‐like receptor’, ‘NF‐kappa B’ and ‘cell adhesion’ pathways (Figure S1G). 

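Between COM and NC, 10900 genes were tested and 5805 had an adjusted p below 0.05 from limma, of which 1382 were higher and 4423 lower in COM. The 2-fold limit left 1926 called genes, 653 higher and 1273 lower. In 4169 of the genes tested, the 6 samples of a group did not overlap with those of the other group, where chance would give 0.216% of genes. The largest shift of the count of called genes came from a pseudocount of 5, which left 980. The median log2 fold change of all genes tested was -0.27, and it moved to 0.0048 when the values were divided by median-of-ratios size factors. The share of called genes that were higher in COM was 33.9% on the values as deposited, 51.3% with these size factors (864 higher and 821 lower) and 48.4% after quantile normalisation (810 higher and 863 lower).

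The Gene Ontology and KEGG gene sets of Fig. 1G and Fig. S1G were not used here. Instead, hand-written lists of genes of the named pathways were compared with all other genes by limma's camera, and their median changes are given relative to the median of all genes. Of the 54 genes tested of the Toll-like receptor list, 37 were higher in COM and 44 lay above the median change of all genes, while 15 were called higher and 1 was called lower. Their median relative log2 fold change was 0.63 (false discovery rate 2.26e-09 over 9 lists). Of the 57 genes of the NF-kappa B list, 37 were higher in COM and 42 lay above that median, and 8 were called higher and 0 lower, with a median relative log2 fold change of 0.69 (false discovery rate 9.39e-06 from camera). The median log2(FPKM + 1) of this list was 4.90 to 5.00 in NC-1 to NC-4 and 4.80 to 4.95 in COM. Only NC-5 (4.25) and NC-6 (4.17) lay below the COM samples. The cell adhesion list held 39 tested genes, of which 17 were higher in COM and 22 lay above the median change of all genes, and 7 were called higher and 6 lower. Its median relative log2 fold change of 0.22 did not pass the threshold (false discovery rate 0.0958 from camera). Its median and mean before the shift was subtracted, -0.045 and -0.065, lay on the other side of 0. With a filter of at least 5 FPKM the cell adhesion list was higher in COM (false discovery rate 0.00092, in a range from 0.00092 to 0.636 over the alternatives), and in the self-contained test fry, which does not compare the list with other genes, it was lower (0.0453). The Toll-like receptor list passed in fry (false discovery rate 0.0016) and the NF-kappa B list did not (0.131). Camera tests a shift in a single direction. Counted in either direction, without a test and after the values had been seen, 33.3% of the cell adhesion genes, 29.6% of the Toll-like receptor genes and 14.0% of the NF-kappa B genes were called, against 17.7% of all genes tested.

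The lists of inflammatory cytokines and of interferon response genes moved further. Of 38 inflammatory cytokine genes, 32 were higher in COM and 35 lay above the median change of all genes, with a median relative log2 fold change of 1.70 (false discovery rate 5.59e-13 from camera), and all 54 interferon response genes tested were called higher, with a median of 3.89 (1.57e-40 from camera). The median log2(FPKM + 1) of the inflammatory cytokine list was 4.302 to 4.638 in COM-1 to COM-3. That overlapped with NC-1 to NC-4 (3.738 to 4.605). COM-4 to COM-6 lay higher (5.476 to 6.058), and NC-5 (2.529) and NC-6 (2.207) lower. The lists share genes: 35 of the 59 Toll-like receptor genes and 25 of the NF-kappa B genes also stand in another list, and 7 of the Toll-like receptor genes are among the genes of Fig. 1I. With an inter-gene correlation estimated from the data in place of the preset 0.01, none of the 9 lists passed, the lowest false discovery rate being 0.174.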

Through integrative analysis, we identified 35 coregulated genes implicated in both inflammation and immune regulation (Figure 1H), among which the abundance of Irg‐1 was significantly increased in activated macrophages (Figures 1I and S1H). 

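Irg-1 is listed in the data as Acod1 (ENSMUSG00000022126), the gene of the enzyme that makes itaconate. Matched by its Ensembl identifier to GENCODE M21 on GRCm38, it lies on the plus strand of chromosome 14 from 103046977 to 103056573, a protein-coding gene of 9597 bp with 1 annotated transcript of 5 exons. These coordinates are not of the builds mm8 and mm9 in the submitters' processing notes. Acod1 measured 125 ± 102 FPKM (SD, n = 6) in NC and 1400 ± 87.4 FPKM (SD, n = 6) in COM. The NC samples differed widely, with 190, 271, 164, 93.8, 18.2 and 13.4 FPKM in NC-1 to NC-6, while the COM samples ran from 1305 to 1514 FPKM. All 6 COM samples were higher than all 6 NC samples (two-sided exact permutation test, p = 0.00216, the smallest p that 6 samples against 6 allow). The log2 fold change was 4.17 (standard error 0.65, adjusted p = 0.000203 from limma), or 4.43 relative to the median shift of all genes. It ran from 3.25 with limma's sample weights to 4.48 with median-of-ratios size factors, and from 3.68 without NC-6 to 4.53 without NC-2. NC-5 and NC-6, the lowest samples, were not left out together, so these fits do not show how far the pair raises the change. The log2 ratio of the group means, chosen after the values had been seen, was 3.49. By log2 fold change Acod1 ranked 45 of the genes called higher in COM, and by mean FPKM in COM it ranked 26 of the genes tested. The paper compared the differentially expressed genes of its pathways (Fig. 1H) and selected those with a part in both inflammation and immune regulation. Among them it reported a significant increase of Irg-1 in activated macrophages. Because Irg-1 makes itaconate from a TCA cycle intermediate, the paper proposes that it might be a key target for inflammation and metabolism.

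**Figure D2:**
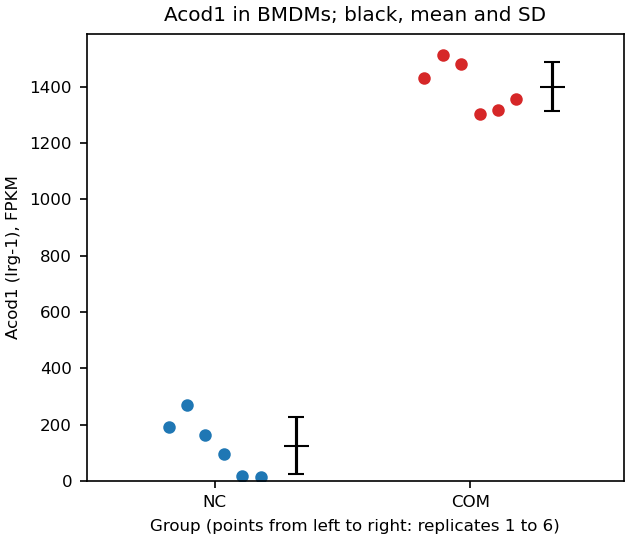
Acod1 (Irg-1) in BMDMs, in FPKM on the vertical axis, for the NC and COM groups on the horizontal axis. Each point is a sample, in the order of replicates 1 to 6, and the black bars show the mean and SD of each group. The COM samples lie at 1305 FPKM or above and the NC samples at 271 FPKM or below.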

Interestingly, Irg‐1 synthesises itaconate using cis‐aconitate (a TCA cycle intermediate) as a substrate, indicating that Irg‐1 might be a pivotal target of inflammation and metabolism.

**FIGURE 1:**
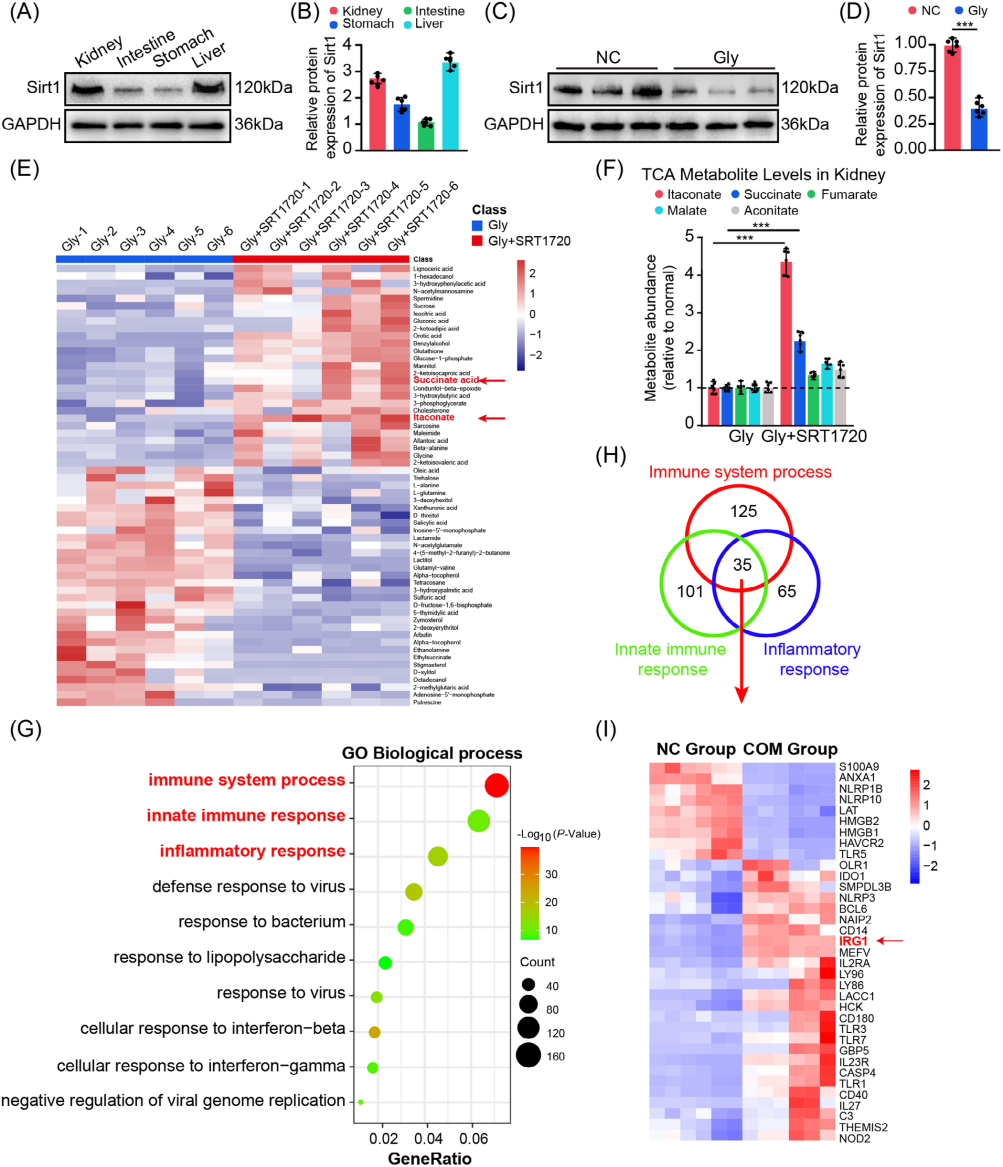
Sirt1 regulates organic acid metabolism in the kidneys of CaOx stones. (A and B) Western blot analysis of the expression of Sirt1 in major metabolic organs, including the liver, kidney, intestine and stomach (*n* = 6). (C and D) Western blot analysis of Sirt1 levels in renal tissues of different treatments, including negative control (NC) andGly (*n* = 3). (E) Identification of Sirt1 regulated renal organic acid metabolites by nontargeted metabonomic analysis (*n* = 6). (F) Changes in TCA metabolite levels in mouse kidneys (mainly changes in five organic acids). (G) Gene Ontology analysis of the biological processes of differentially expressed genes. (H) Venn diagram identified common differentially expressed genes in three pathways. (I) Heatmap indicating the expression panel of differentially expressed genes (*n* = 6). *p < .05, **p < .01, ***p < .001.

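The heatmap names 35 genes, 26 shown as higher and 9 as lower in COM, and in the deposited values all 35 changed in the direction shown. Their log2 fold changes ran from 0.59 for Ly96 to 4.61 for Gbp5 among the higher genes, with a median of 1.25, and from -4.58 for S100a9 to -0.62 for Tlr5 among the lower genes, with a median of -1.33. The heatmap's 33 genes above the filter included 30 with an adjusted p below 0.05 from limma over all genes tested, and 31 when adjusted over the list alone. Since the study chose these genes on these samples, neither these counts nor the shared direction of all 35 genes is independent evidence. Of the 30, 23 reached 2-fold, 16 higher and 7 lower, and the other 7 changed by less than 2-fold on this scale. Ly96, C3, Themis2 and Nod2 lost significance with limma's sample weights, Ly96 and C3 with the replicate number as a block, and Ly96 also with no filter and when NC-2, NC-3, NC-4, NC-5, NC-6, COM-4 or COM-5 was left out. For Ly96, C3, Themis2 and Nod2, COM-1 to COM-3 lay near or below the highest NC sample and COM-4 to COM-6 above it. C3 measured 222 to 231 FPKM in COM-1 to COM-3, against up to 230 FPKM in NC, and 370 to 409 FPKM in COM-4 to COM-6. Themis2 measured 32.1 to 33.3 FPKM in COM-1 to COM-3, against up to 35.2 FPKM in NC. In 25 of the 33 genes above the filter the 6 COM samples did not overlap with the 6 NC samples.

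Olr1, Ly86 and Cd180 did not reach the threshold, with adjusted p of 0.104, 0.312 and 0.0705 from limma. Olr1 passed it without COM-4 or COM-5, and Cd180 without COM-1, COM-2 or COM-3. Ly86 ran from 0.755 to 3.50 FPKM in NC and from 0.807 to 17.1 FPKM in COM, and its log2 fold change of 0.78 turned to -0.87 with limma's sample weights. Tlr5 and Ido1 lay below the filter of 1 FPKM. Tlr5 measured 0.667 ± 0.316 FPKM (SD, n = 6) in NC and 0.0700 ± 0.0518 FPKM (SD, n = 6) in COM, and Ido1 measured 0.384 ± 0.286 and 1.35 ± 0.525 FPKM (SD, n = 6 each). For both genes the groups did not overlap (two-sided exact permutation test, p = 0.00216). Naip2 and Nlrp1b belong to families of similar genes, between which the authors' counting could have split reads, so their values are uncertain.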

### 3.2 Sirt1 in macrophages protects against CaOx‐induced TECs damage via the Irg‐1/Sdha axis

SDH is a complex formed by anchoring subunits (Sdhc and Sdhd) connecting catalytic subunits (Sdha and Sdhb) on the inner mitochondrial membrane (Figure S2A).^28^ To determine which subunits were regulated by Sirt1, qRT‐PCR and Western blotting were performed and found that Sirt1 significantly inhibited Sdha expression (Figure S2B–D). Based on previous studies, we hypothesised that the anti‐inflammatory potential of Sirt1 may be achieved through the Irg‐1/Sdha axis. To investigate the potential mechanism, we constructed a CaOx crystal microenvironment coculture system (Figure 2A). Our results indicated that Sirt1 promoted Irg‐1 expression while limiting the levels of pro‐inflammatory genes, including Sdha, HIF‐1α and IL‐1β (Figures 2B–D and S2E,F). Additionally, the levels of Arg‐1 (an M2Mϕ marker) were increased, while those of iNOS (an M1Mϕ marker) were decreased (Figure 2B–D). Using Immunofluorescence (IF) and flow cytometry, we further demonstrated that Sirt1 improved the polarisation of M2Mϕs. Inhibition of Sirt1 with EX527 resulted in the opposite situation, suggesting that Sirt1 promotes M2Mϕ polarisation and inhibits the expression of downstream inflammatory genes (Figures 2E–G and S2G,H). Excitingly, Sirt1 activation significantly increased the abundance of itaconate (Figure S2I). In other words, Sirt1 increases itaconate by up‐regulating Irg‐1, thereby regulating macrophage metabolism and polarisation conversion.

**FIGURE 2:**
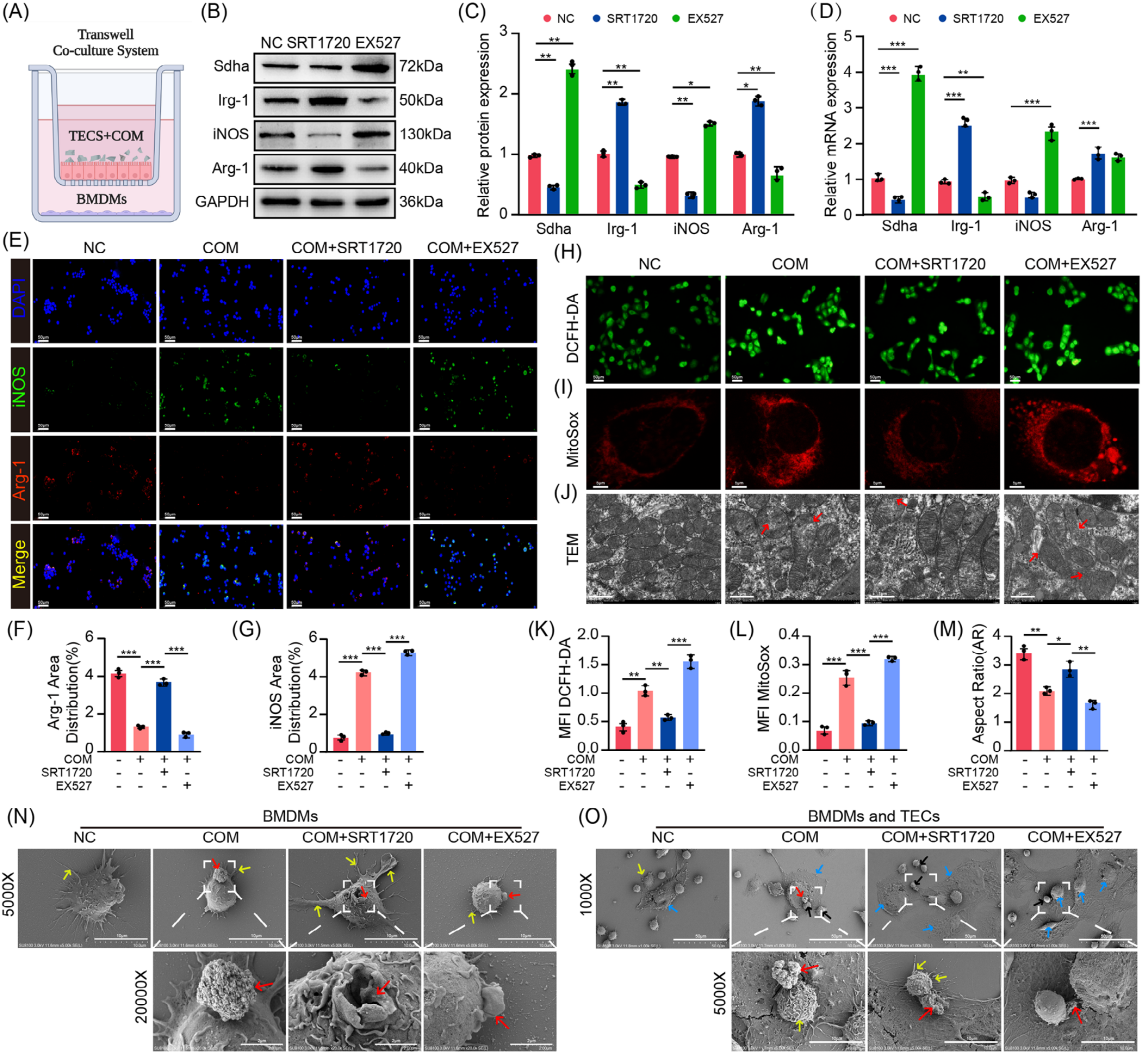
Sirt1 protects against TECs mitochondrial damage and pro‐inflammatory polarisation of macrophages. (A) Coculture schematic of BMDMs and COM‐TECs. (B and C) Western blot and quantification of Irg‐1, Sdha and macrophage polarisation marker levels under COM or Sirt1 activation/inhibition in the coculture system (*n* = 3). (D) Relative mRNA analysis of Irg‐1, Sdha and macrophage polarisation marker levels under COM or Sirt1 activation/inhibition in the coculture system (*n* = 3). (E–G) IF showed the proportion of macrophage iNOS (green) and Arg‐1 (red) (200×, scale bar: 50 µm) (*n* = 3). The cytoplasmic (H and I) (200×, scale bar: 50 µm) and mitochondrial (K and L) (2000×, scale bar: 5 µm) ROS levels of TECs were observed by fluorescence microscopy and laser confocal microscopy (*n* = 3). (J and M) Mitochondrial morphology was analysed by TEM (10 000×, scale bar: 1 µm). Red arrows reveal swollen and disrupted mitochondria. (N) SEM demonstrated the micromorphology of crystals phagocytosed by macrophages (yellow arrow: macrophage pseudopodia; red arrow: COM crystals. Up channel: 5000×, scale bar: 10 µm; down channel: 20 000×, scale bar: 2 µm) (*n* = 3). (O) SEM indicated the morphology of macrophage phagocytic crystals in the coculture system (black arrow: macrophages; blue arrow: TECs; yellow arrow: macrophage pseudopodia; red arrow: COM crystals. Up channel: 1000×, scale bar: 50 µm; down channel: 5000×, scale bar: 10 µm) (*n* = 3). MFI: mean fluorescence intensity. Data are presented as mean ± SD (*n* = 3–6 per group). *p < .05, **p < .01, ***p < .001.

Subsequently, we assessed the protective effects of Sirt1 on COM‐induced oxidative damage in TECs. Confocal microscopy revealed that Sirt1 reduced both mitochondrial (primary source of ROS) and cytoplasmic ROS in TECs (Figure 2H,I,K,L). Transmission electron microscopy (TEM) scanning showed that COM exposure led to mitochondrial swelling and damage, while Sirt1 protected against oxidative damage and promoted the normalisation of mitochondrial morphology (Figure 2J,M). Furthermore, we observed that mitochondrial membrane potential recovered to a high level in response to Sirt1, as a decreased mitochondrial membrane potential is an early apoptosis indicator (Figure S2J,K). Meanwhile, we found that com leads to a significant decrease in ATP levels and ATPase activity, while Sirt1 can alleviate this effect (Figure S2L,M). To better elucidate the differences in the microstructure and morphology of macrophages, scanning electron microscopy (SEM) was performed on the TEC‐BMDM coculture system. The findings showed that under Sirt1 intervention, BMDMs exhibited larger cellular volume, increased surface microvilli and folds and active pseudopodia (indicative of enhanced phagocytosis) compared with the COM group (Figures 2N and S2N,O). We then used SEM to observe macrophage phagocytosis and encapsulation of crystals exposed to epithelial cells. While the adhesion of COM to the surface of TECs triggered an inflammatory response, macrophages rapidly recruited and extended pseudopodia to engulf crystals, which was exceptionally significant under the regulation of Sirt1 (Figure 2O). In addition, to assess quantitative data of macrophage engulfment rate, we conducted macrophage fluorescence phagocytosis experiments. The results indicated that Sirt1 significantly increased the phagocytic amount of COM crystals in macrophages (Figure S2P).

### 3.3 Conditional knockout of Sirt1 in mouse exacerbates crystal deposition and inflammation

To confirm the potential mechanism of Sirt1 in vivo, we performed a series of experiments on Sirt1 conditional knockout (cKO) and Sirt1^flox/flox^ mice with either PBS or SRT1720 followed by 7 days of induction of the CaOx nephropathy model using Gly (Figure 3A). IF showed that Sirt1 expression was significantly decreased in cKO cells (Figure S3A). We found no significant differences in blood urea nitrogen (BUN), creatinine in mice treated with Gly and Sirt1 agonists simultaneously, while Sirt1 agonists pre‐administered for 3 days effectively protected kidney function and reduced urinary oxalate levels (Figures 3B–D and S3B–D). PET/CT scans revealed an elevated accumulation of ^18^F‐FDG in the kidneys of the Gly group compared with the control, indicating an aggravation of inflammation. Interestingly, SRT1720 markedly diminished ^18^F‐FDG accumulation, thereby substantially mitigating the kidney's inflammatory status. The severity of kidney inflammation appeared to increase following Sirt1 cKO and SRT1720 may not rescue renal injury in Sirt1 cKO group (Figures 3E and S3E). Subsequently, in order to further confirm the source of inflammatory signals, we performed IF staining on macrophage marker (F4/80) and found that macrophages increased after Sirt1 cKO and were positively correlated with inflammatory infiltration, indicating that the validation signal mainly came from macrophage infiltration (Figure S3F). The appearance of the kidney also serves as a valuable indicator in assessing renal injury. Upon administration of Gly, we noticed a whitening of the mouse kidneys, particularly in Sirt1 cKO mice, which suggests intense inflammation. This condition was notably alleviated following Sirt1 activation (Figure 3F). Through polarised light optical microscopy and Pizzolato staining, we demonstrated obvious CaOx crystal deposition in the kidneys of the Sirt1 cKO group. However, this accumulation was significantly reversed through Sirt1 activation in Sirt1^flox/flox^ group (Figures 3F,G,K and S3G). In addition, Immunohistochemistry (IHC) and ELISA analysis have shown that knocking out Sirt1 increases the levels of downstream pro‐inflammatory factors including Sdha and IL‐β (Figure S3H–L). Furthermore, Periodic Acid‐Schiff (PAS) staining, Dihydrorhodamine (DHE) and Terminal Deoxynucleotidyl Transferase‐mediated dUTP Nick End Labeling (TUNEL) assays also affirmed these observations, revealing the beneficial effect of Sirt1 in protecting TECs from oxidative damage induced by CaOx crystals (Figure 3H–J, L–N).

**FIGURE 3:**
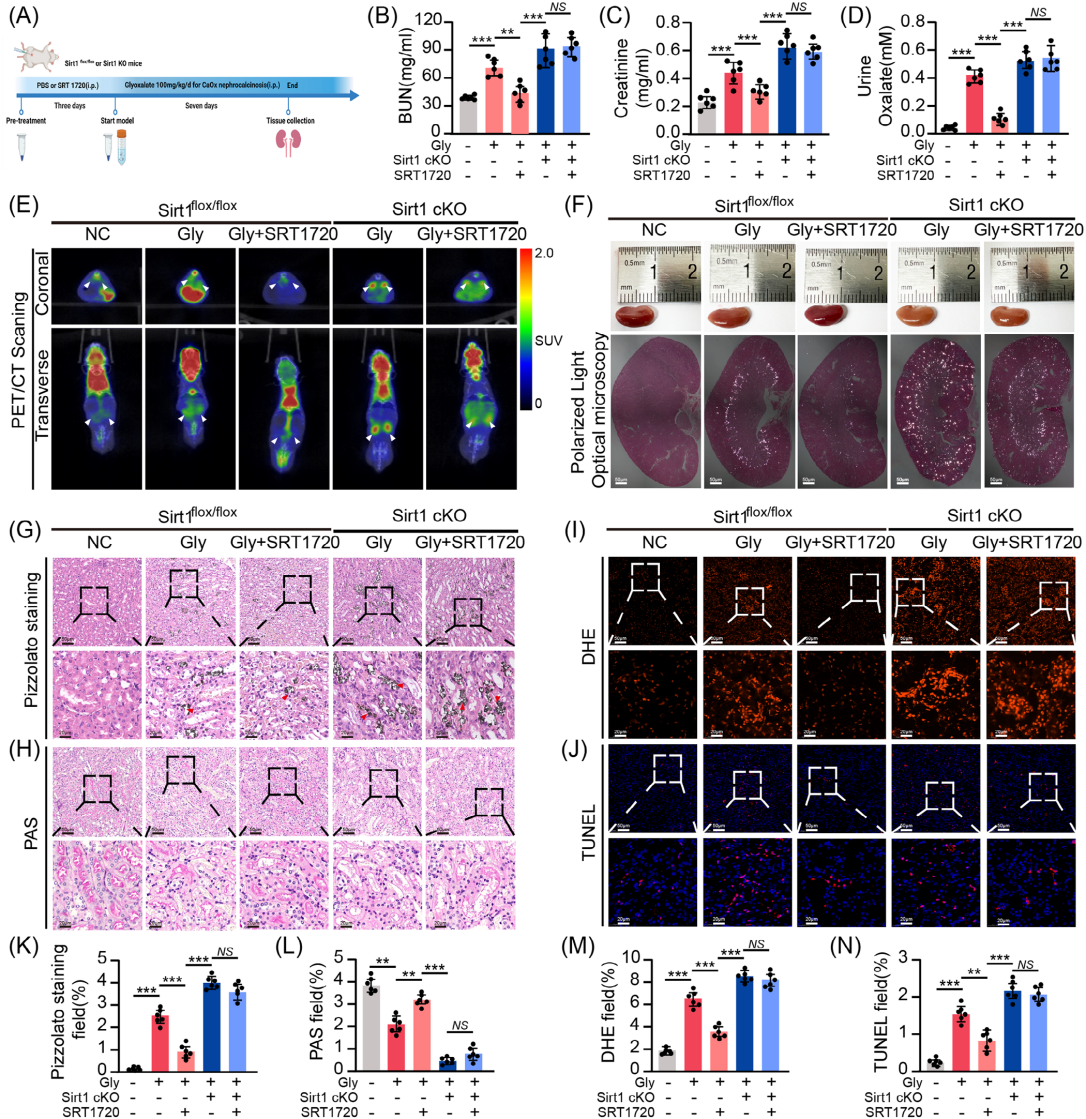
Sirt1 cKO aggravated renal CaOx crystal deposition and oxidative damage. (A) Diagram of the experimental design. (B and C) BUN and creatinine levels in each group of mice. (D) Urine oxalate levels in each group of mice. (E) ^18^F‐FDG PET/CT was used to assess the inflammatory status of the kidneys in Sirt1^flox/flox^ and Sirt1 cKO mice (*n* = 6). (F) Polarised light optical microscopy showed CaOx crystal deposition in different groups (200×, scale bar: 50 µm). (G and K) Pizzolato staining confirmed that CaOx crystal deposition. (H, I and L, M) PAS and DHE staining revealed oxidative damage to TECs (upper channel: 200×, scale bar: 50 µm; lower channel: 600×, scale bar: 20 µm). (J and N) TUNEL staining showed TECs injury and apoptosis (upper channel: 200×, scale bar: 50 µm; lower channel: 600×, scale bar: 20 µm). SUV: standardised uptake value. *p < .05, **p < .01, ***p < .001.

### 3.4 H3K27me3 and H3K4me3 mediate Sirt1 regulation of Irg‐1 and Sdha

Previous findings demonstrated that Sirt1 modulates the expression of Irg‐1 and sdha, yet the precise regulatory mechanism remains unclear. To determine whether Sirt1 directly governs the transcriptional activity of these genes, chromatin immunoprecipitation (ChIP) coupled with quantitative PCR (qPCR) was performed to examine Sirt1 occupancy at their promoter regions. Notably, the ChIP–qPCR results revealed no significant enrichment of Sirt1 at the promoter regions of Irg‐1 or sdha, suggesting that Sirt1 does not directly bind to these loci (Figure S4A). These observations imply that Sirt1 likely regulates Irg‐1 and sdha expression through indirect mechanisms, potentially involving epigenetic regulators. As Sirt1 functions as a histone deacetylase, its deacetylates histones, which in tandem with methylation creates more resilient epigenetic marks. Leveraging ChIP‐seq data from the Cistrome Dataset and UCSC Genome Database, we predicted a significant enrichment of H3K27me3 and H3K4me3 within the transcription start sites of Irg‐1 and Sdha, respectively. Sirt1, by deacetylating EZH2, diminishes its capacity to methylate H3K27 and H3K4. Consequently, this attenuates the inhibitory function of H3K27me3 and the transcription‐enhancing role of H3K4me3 on target genes.^29^ This process was also validated in our preliminary experiments (Figure S4B,C). Consequently, it is plausible that Sirt1 controls the metabolism of inflammatory molecules and organic acids via H3K27me3 and H3K4me3, thereby curbing the onset and progression of CaOx nephropathy. Consistent with this, our findings demonstrated that as H3K27me3 levels decreased, there was a significant up‐regulation of itaconate and Irg‐1. In contrast, the expression of pro‐inflammatory genes, such as HIF‐1α and IL‐1β, displayed a negative correlation (Figures 4A,C and S4D). In addition, enhanced Irg‐1 expression fostered the polarisation of macrophages towards M2Mφs (Arg‐1) while concurrently reducing M1Mφs (iNOS) (Figures 4A,C and S4D), indicating that inhibiting H3K27me3 fosters the phagocytosis ability of macrophages. Conversely, the up‐regulation of H3K4me3 led to a contrasting outcome: H3K4me3 significantly elevated Sdha expression, fostering the expression of inflammatory genes, while the abundance of succinate markedly declined (Figures 4B,D and S4E).

**FIGURE 4:**
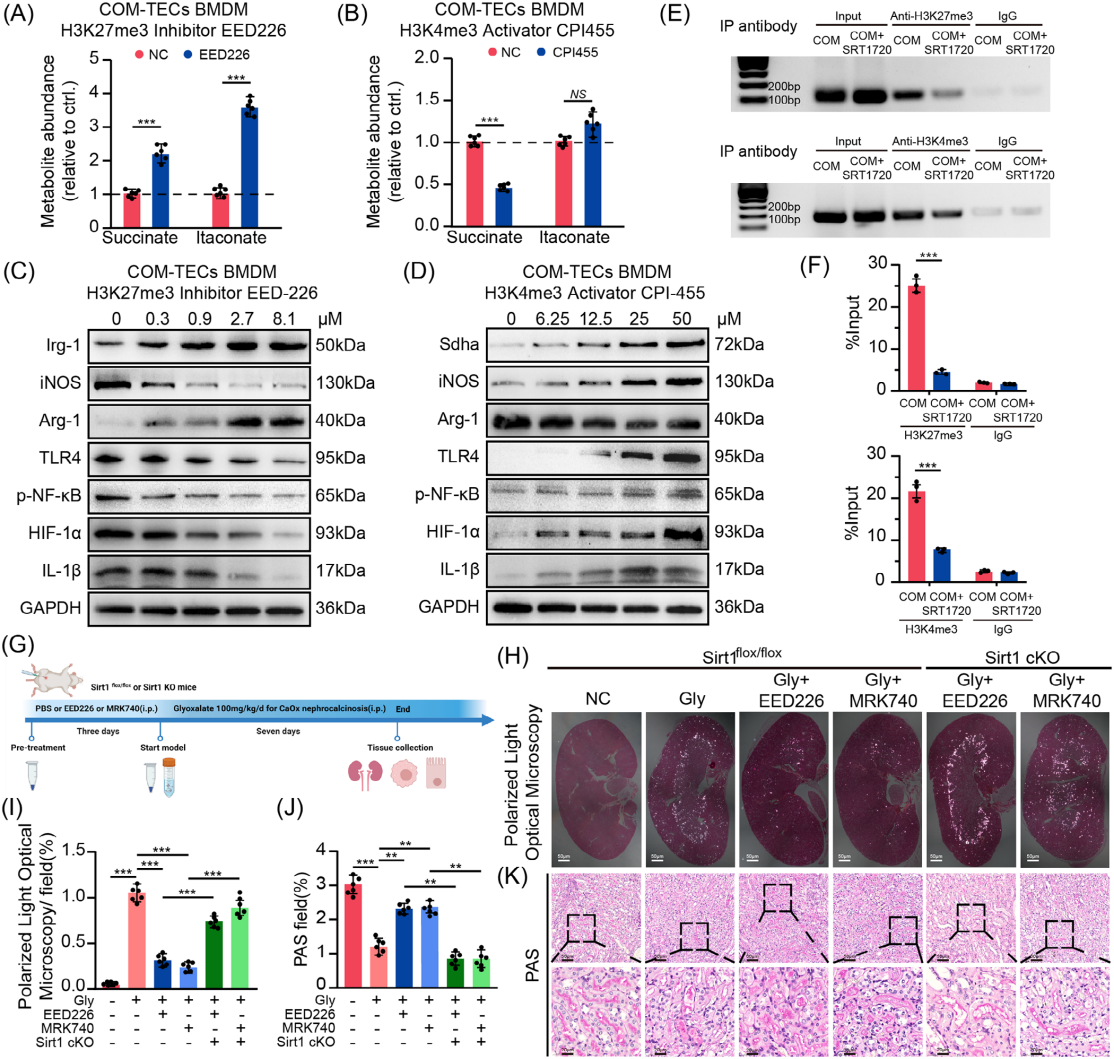
Histone regulation of downstream inflammatory genes and reversion experiments in macrophages. (A) Metabolic abundance of succinate and itaconate under H3K27me3 down‐regulation. (B) Metabolic abundance of succinate and itaconate under H3K4me3 up‐regulation (*n* = 3). (C) Western blot analysis indicated the regulation of macrophage inflammation and polarisation by inhibition of H3K27me3 (*n* = 3). (D) Western blot revealed the regulation of macrophage inflammation and polarisation by activation of H3K4me3 (*n* = 3). (E and F) ChIP and ChIP–qPCR analysis of histone binding to the Sirt1 promoter in BMDMs treated with SRT1720 (*n* = 3). (G) Diagram of the experimental design. (H and I) Pizzolato staining detected CaOx crystal deposition (upper channel: 200×, scale bar: 50 µm; lower channel: 600×, scale bar: 20 µm) (*n* = 6). (J and K) PAS staining revealed oxidative damage to TECs (upper channel: 200×, scale bar: 50 µm; lower channel: 600×, scale bar: 20 µm). *p < .05, **p < .01, ***p < .001.

Additionally, a ChIP experiment was conducted to demonstrate the binding of H3K27me3 and H3K4me3 to Irg‐1 and Sdha, respectively. Our findings indicated a significant reduction in H3K27me3 binding to the promoter region of Irg‐1 following Sirt1 activation (Figure 4E,F), while the binding of H3K4me3 to Sdha was concurrently inhibited (Figure 4E,F). Consequently, our in vitro experiments suggested that Sirt1 may modulate the expression levels of Irg‐1 and Sdha by altering histone enrichment in their promoter regions, thereby alleviating renal inflammatory damage and the progression of CaOx nephropathy.

### 3.5 Suppression of histones partially reverses the effects of Sirt1 knockdown on renal crystal deposition and the inflammatory response

To further identify Sirt1 in protecting against CaOx crystal‐induced kidney injury via histones in vivo, we treated both flox/flox and Sirt1 cKO mice with inhibitors of H3K27me3 and H3K4me3 (Figure 4G). Polarised light optical microscopy revealed that EED226 and MRK740 significantly reduced the deposition of kidney crystals in Sirt1^flox/flox^ mice compared with the control group, while this effect was not evident in the Sirt1 cKO mice (Figure 4H,I). Moreover, PAS, DHE and TUNEL staining indicated that renal oxidative damage was notably mitigated after H3K27me3 and H3K4me3 down‐regulation but reappeared following Sirt1 cKO (Figures 4J,K and S4F–I).

Furthermore, our results indicated that inhibiting both histones significantly diminishing the levels of Sdha and IL‐1β. In contrast, when Sirt1 was knocked out, the opposite results were observed (Figure S5A–E). These findings suggest that Sirt1 governs the metabolism and inflammatory response of macrophages through histones (Figure 7).

### 3.6 Sirt1 mitigates CaOx‐induced renal inflammatory and oxidative injury via H3K27me3/Irg‐1–H3K4me3/Sdha regulation

To assess the validity of this pathway in vitro, we extracted BMDMs from Sirt1 cKO mice and cocultured them with COM‐induced TECs. Our results suggested that the abundance of Irg‐1 and itaconate declined following Sirt1 cKO in BMDMs, in contrast to the increased levels of Sdha and pro‐inflammatory genes (Figure 5A,B,E). Depression of H3K27me3 triggered an up‐regulation of Irg‐1, which corresponded to a decline in inflammatory gene expression and a notable augmentation in itaconate levels. Interestingly, by simultaneously inhibiting H3K27me3 on the basis of Sirt1cko, we observed an increase in Irg‐1 levels and inhibition of the inflammatory pathway. This further indicates that Sirt1 regulates the expression of Irg‐1 and inflammatory response through H3K27me3 (Figures 5A,B,E and S6A,B). In addition, the down‐regulation of H3K4me3 markedly impeded Sdha and enhanced succinate levels, while Irg‐1 levels remained stable (Figure 5C,D,F). We observed a decreased inflammatory response following the concurrent inhibition of Sirt1 and H3K4me3. This is attributable to the blockade of pro‐inflammatory signal transduction triggered by Sirt1 down‐regulation when H3K4me3 was simultaneously inhibited (Figures 5C,D,F and S6C,D). Data from flow cytometry revealed that down‐regulating H3K27me3 and H3K4me3 notably bolstered M2 polarisation while attenuating M1 polarisation. Interestingly, the suppression of Sirt1 yielded contrasting results (Figure S6E,F). Furthermore, we assessed the degree of mitochondrial oxidative damage in TECs. Our findings, based on DCFH‐DA, MitoSox and TEM, revealed that inhibition of Sirt1 amplified COM‐induced ROS production. In contrast, histone down‐regulation helped mitigate this damage. When both Sirt1 and histones were inhibited, we observed a recovery of mitochondrial damage. However, the severity remained higher than that in Sirt1 cKO mice (Figure 5G–I,J–L). Mitochondrial membrane potential detection and ATP levels also well demonstrated the protective effect of Sirt1 (Figure S6G–J). This underscores that Sirt1 deficiency plays a pivotal role in the progression of mitochondrial oxidative damage.

**FIGURE 5:**
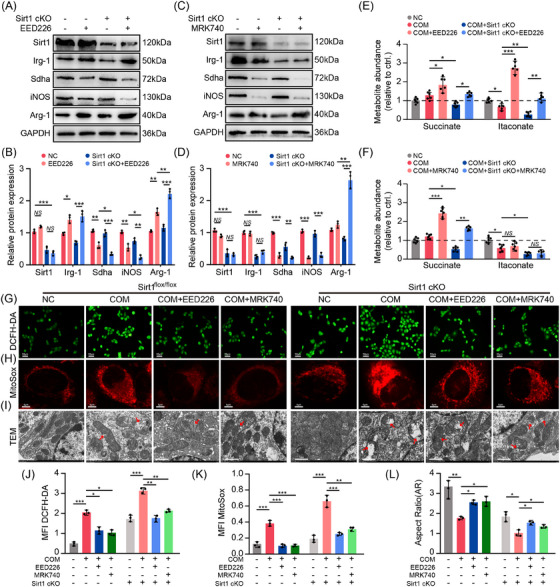
Sirt1 alleviates renal inflammation and oxidative damage caused by CaOx crystallisation in mice through the H3K27me3/Irg‐1–H3K4me3/Sdha pathway. (A) Metabolic abundance of succinate and itaconate under Sirt1 cKO and H3K27me3 down‐regulation (*n* = 3). (B) Metabolic abundance of succinate and itaconate under Sirt1 cKO and H3K4me3 down‐regulation. (C and D) Inhibition of Sirt1 concomitantly down‐regulated H3K27me3 on the protein levels of Irg‐1 and downstream inflammatory genes analysed by Western blot (*n* = 3). (E and F) Inhibition of Sirt1 concomitantly down‐regulated H3K4me3 on the protein levels of Sdha and downstream inflammatory genes analysed by Western blot (*n* = 3). The cytoplasmic (G and J) (200×, scale bar: 50 µm) and mitochondrial (H and K) ROS levels of TECs were observed by fluorescence microscopy and laser confocal microscopy (*n* = 3). (I and L) Mitochondrial morphology was analysed by TEM (10 000×, scale bar: 1 µm) (*n* = 3). Red arrows reveal swollen and disrupted mitochondria. MFI: mean fluorescence intensity. Data are presented as mean ± SD (*n* = 3 per group). *p < .05, **p < .01, ***p < .001.

### 3.7 Effective relief of kidney crystallisation and inflammatory damage through exogenous itaconate supplementation

To ascertain the anti‐crystallisation and anti‐inflammatory potential of itaconate, we administered OI, a cell‐permeable itaconate surrogate, to BMDMs.^16^, ^27^ The hydrolysis process of OI increased the intracellular itaconate level (Figure 6A). As the concentration of OI increased, there was a notable decrease in Sdha and IL‐1β levels (Figure S7A,B). Notably, in Sirt1 cKO BMDMs, the abundance of Sdha was significantly diminished by OI supplementation (Figure 6B,C). In a subsequent in vivo experiment, we found that the kidneys of mice treated with OI resembled those of the control group, in stark contrast to the Gly group (Figure 6D). There was a significant reduction in crystal deposition and apoptotic damage within the OI‐treated group (Figure 6D–G), and OI administration significantly reduced oxalate levels and improved renal function in mice (Figure 6J–L). Moreover, similar to the pattern observed in BMDMs, OI supplementation led to a notable decrease in Sdha and IL‐1β expression in kidney tissue (Figures 6H,I,M and S7C–F). This underlines the valuable role of exogenous itaconate's inhibitory effect on Sdha in mitigating crystal‐induced renal injury.

**FIGURE 6:**
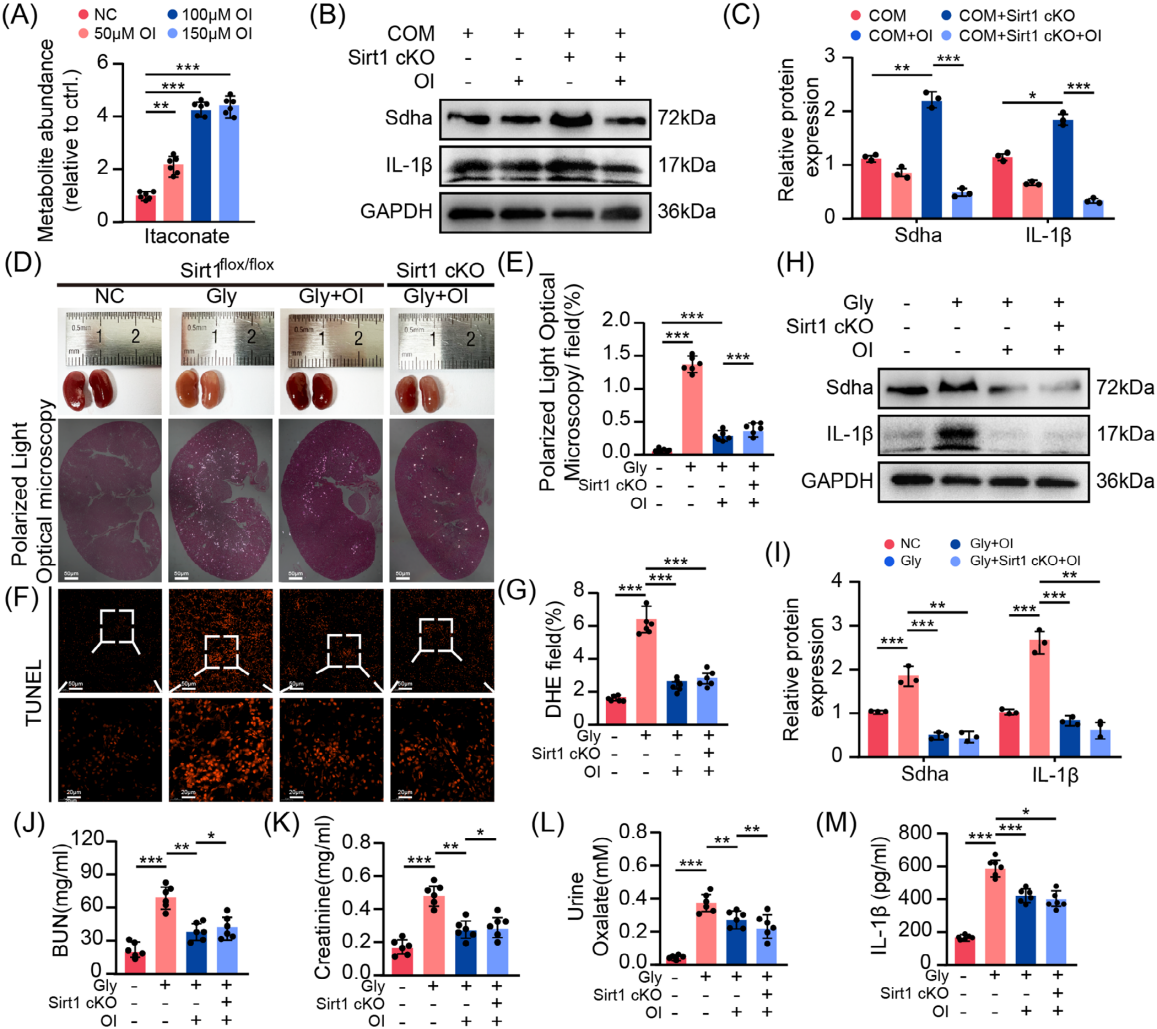
4‐Octyl itaconate (OI) effectively relieves kidney crystallization and inflammatory damage. (A) Metabolic abundance of itaconate under OI treatment in BMDMs (*n* = 3). (B and C) Western blot showing the Sdha level under OI treatment in Sirt1 cKO BMDMs (*n* = 3). (D and E) Kidney colour and polarised light optical microscopy detection of Sirt1^flox/flox^ and Sirt1 cKO mice treated with OI (*n* = 6). (F and G) TUNEL staining showed TECs injury and apoptosis (upper channel: 200×, scale bar: 50 µm; lower channel: 600×, scale bar: 20 µm) (*n* = 6). (H and I) Western blot showing the Sdha level under OI treatment in kidney tissue (*n* = 3). (J and K) BUN and creatinine levels in each group of mice. (L) Urine oxalate levels in each group of mice (*n* = 6). (M) IL‐1β levels measured by ELISA in cell culture supernatants from mice (*n* = 6). *p < .05, **p < .01, ***p < .001.

**FIGURE 7:**
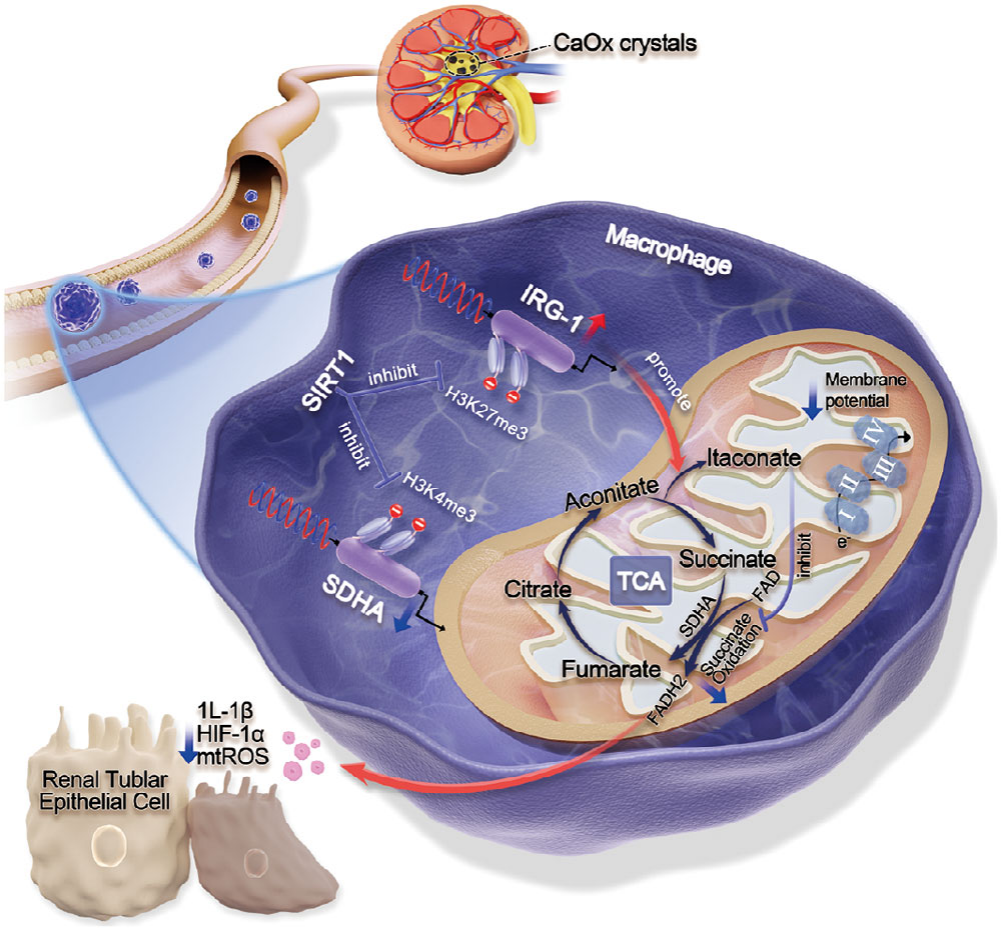
Schematic diagram for therapeutic effects of Sirt1 on CaOx induced renal inflammatory and oxidative injury via the H3K27me3/Irg‐1–H3K4me3/Sdha pathway.

## 4 DISCUSSION

Specific metabolic processes drive immune cell activation, with the TCA cycle emerging as the central hub of immune metabolism for macrophages. Serving as the final metabolic pathway of three key nutrients, the TCA cycle accumulates crucial intermediates, such as succinate, itaconate and α ketoglutarate, which activate immune cells with its unique signals.^30^ Previous studies have focused on the variations in SDH without elaborating the specific subunit. In COM‐induced macrophages, we observed a surge in Sdha abundance, which stabilises the pro‐inflammatory effects of HIF‐1α and stabilises the release of IL‐1β and mitochondrial ROS via succinate oxidation. Sirt1, through Irg‐1, promotes itaconate levels, which competitively inhibit succinate oxidation mediated by SDH, thereby reducing the inflammatory and oxidative damage inflicted by M1Mϕs. Consistently, constraining SDH with dimethyl malonic acid effectively curbed both ROS production and IL‐1β secretion, hinting at the potential of SDH oxidation limitation as a viable strategy to suppress the release of inflammatory molecules.^31^ Notably, this phenomenon was corroborated in both COM‐induced macrophages and CaOx nephropathy mouse models. Post OI administration, we observed a significant surge in itaconate abundance and a decrease in Sdha expression. Additionally, there was a marked reduction in inflammatory cytokines (IL‐1β) and renal crystal deposition.^32^, ^33^ Moreover, our results indicated that Sirt1 expedited succinate accumulation and reduced fumarate levels, as Sdha inhibition hindered succinate oxidation. However, the levels of ROS and inflammatory cytokines did not exhibit a significant increase, aligning with Lampropoulou et al.’s assertion that succinate oxidation, rather than accumulation, triggers the inflammatory response. It is plausible that other molecules, such as succinate receptor 1 (SUCNR1), could also contribute to the pro‐inflammatory effects of succinate.^34^, ^35^ Further investigation is warranted to determine whether SDH restriction and increased succinate accumulation amplify the pro‐inflammatory effect of SUCNR1. In addition, compared with the anti‐inflammatory effect of itaconate^16^, ^36^ Sirt1 has a more extensive effect. In addition to its powerful anti‐inflammatory and antioxidant effects, Sirt1 also has significant anti‐aging and regulating cellular energy metabolism functions^18^, ^37^, ^38^, ^39^, ^40^ Developing suitable clinical drugs for Sirt1 is highly valuable, as it may be widely effective for multiple diseases and has great clinical significance for promotion.

Furthermore, the polarisation of macrophages plays a pivotal role in the formation and development of CaOx nephropathy.^41^ Song et al.^42^ showed that Sirt1 promotes macrophage M2 polarisation by inhibiting the NOTCH signalling pathway, thereby reducing CaOx crystal deposition in the kidneys. Kletzmayr et al.^43^ identified CaOx crystal inhibitors to alleviate the progression of oxalate nephropathy. Zhu et al.^44^ elucidated the underlying mechanism of androgen receptor regulation of M2 polarisation and inhibition of renal CaOx crystal deposition. Utilising a BMDM‐TEC coculture system, we demonstrated that in vitro activation of Sirt1 mitigates M1Mϕ polarisation while promoting M2Mϕ polarisation, thereby reducing CaOx‐induced inflammatory injury. In addition, we observed the morphological transformation of macrophages into M2Mϕs after Sirt1 activation. Consequently, we propose that Sirt1's regulatory role in macrophage polarisation and inflammation is intricately linked to the formation and progression of CaOx nephropathy, with polarisation serving as an indicative representation of metabolic transformation within macrophages

Research has shown that changes in urinary oxalate concentration can affect the risk of stone formation, and this process is mainly achieved through inflammatory reactions mediated by inflammatory molecules such as NLRP3.^45^, ^46^ Exposure of TECs to CaOx crystals results in excessive free radical production and heightened oxidative stress, ultimately leads to cell death and crystal deposition in the tubulointerstitium,^47^, ^48^ which was also validated in our previous study.^49^ Additionally, the mitochondrial respiratory chain experiences a high level of succinate oxidation. During this process, the mitochondrial respiratory chain oxidises high levels of succinate, reversing electron flow and triggering a phenomenon known as reverse electron transport in complex I, resulting in excessive ROS production.^13^ The protective role of Sirt1 in mitigating ROS‐induced damage is well documented across multiple pathophysiological processes.^50^, ^51^, ^52^ Ye et al.,^53^ for instance, demonstrated how theaflavin, operating through the miR‐128‐3p/Sirt1 axis, aids the antioxidant defense system, thereby reducing crystal‐induced kidney damage. Moreover, augmenting Sirt1 expression with resveratrol significantly curtails crystal deposition and cell damage.^54^ However, the exact mechanism through which Sirt1 curbs inflammation remains elusive. In fact, Sirt1 plays a positive role in various kidney diseases. Whether in diabetes nephropathy or other causes of kidney damage, Sirt1 has shown a strong role in inhibiting inflammation and protecting kidney damage^55^, ^56^, ^57^ However, the mechanism by which Sirt1 reduces kidney damage may be completely the same in different diseases. Our study provides intriguing evidence that the use of Sirt1 to limit succinate oxidation can ameliorate mitochondrial damage, decrease ROS levels, and ultimately minimise CaOx‐induced TECs damage.

Contrasting the dynamic alterations seen in histone acetylation, which typically activate transcription, histone methylation presents as a more stable and versatile epigenetic marker, which is related to gene activation and inhibition according to the characteristics and location of the modification.^58^ ChIP‐seq analysis Studies have reported that H3K9me3 and H3K27me3 play roles in transcriptional inhibition within inactive chromatin.^59^ ChIP‐seq analysis of CpG sites labelled with either hypermethylation or hypomethylation reveals that the enrichment of hypermethylated H3K4me3 notably decreases with the activation of Sirt1.^19^ Moreover, H3K27me3 and H3K4me3 bind to the promoters of inflammatory genes, modulating their expression.^60^, ^61^ Our results indicated that these histone modifications directly bind potential sequence sites in the promoter regions of Irg‐1 and Sdha based on Sirt1 activation. Subsequent in vitro and in vivo experiments support that Sirt1 curbs the release of inflammatory cytokines through H3K27me3 and H3K4me3 histone modifications. These insights suggest a potential role for Sirt1 in interacting with histone modifications in the epigenetic inheritance of CaOx nephropathy, thereby facilitating diverse biological functions. It is worth noting that inhibiting H3K27me3 and H3K4me3 significantly reduces inflammation and renal crystal deposition in TECs, indicating that histone modifications have independent effects. However, their effects may be regulated by upstream molecules such as Sirt1^19^, ^29^ Because histones control the degree of chromatin opening, any changes in their expression can lead to transcriptional changes in genes. Therefore, small molecule drugs that directly target histones also have certain application prospects.

In conclusion, we have uncovered a potential mechanism whereby Sirt1 modulates organic acid metabolism, thus inhibiting CaOx crystallisation progression and mitigating its associated inflammatory and oxidative damage to the kidney. These findings broaden our understanding of Sirt1's physiological roles and illuminate a novel pathway for the regulation of CaOx nephropathy development. Most importantly, Sirt1 agonists may be used as preventative and therapeutic agents for CaOx nephropathy.

## AUTHOR CONTRIBUTIONS

This work was performed in collaboration among all authors. X. Y. Y. and H. R. L. designed the study. X. Y. Y., H. R. L. and C. D. carried out the experiments. Y. J. Z., X. L. W. and B. L. performed data analysis. X. Y. Y., Y. G. and T. Z. L. contributed to figures and tables. X. Y. Y. and H. R. L. drafted the manuscript. S. L., X. H. W. and H. X. revised the manuscript. All authors have approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## ETHICS STATEMENT

All experiments were approved by the Ethics Committee of Zhongnan Hospital of Wuhan University (MRI2023‐LACA18) and adhered to the NIH Guide for the Care and Use of Laboratory Animals.

## Supporting information

Supporting Information

## Data Availability

All data required to evaluate the conclusions of this manuscript are presented in the paper or the Supplementary Materials. Any data associated with this study are available from the corresponding author upon reasonable request. The RNA‐seq data in this study can be accessed at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/gds/) with accession number GSE192593.

# Supplementary material for: Sirtuin1 mitigation of calcium oxalate nephropathy via enhancing itaconate abundance through reduction of histone trimethylation
**Source:** Clin Transl Med. 2025 Aug 18;15(8):e70450. doi: 10.1002/ctm2.70450
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Materials**

**Supplementary methods**

**Fig. S1 Expression of Sirt1 in tissues and identification of differentially expressed genes.**

**Fig. S2 Regulation of Sirt1 on downstream inflammatory genes.**

**Fig. S3 Protective effect of Sirt1 on renal crystal deposition.**

**Fig. S4 Regulation of Sirt1 at the histone level.**

**Fig. S5 Protective effect of Sirt1 on renal crystal deposition via H3K27me3 and H3K4me3.**

**Fig. S6 Reversion experiments in macrophage polarization and TECs damage.**

**Fig. S7 OI reduces crystal deposition and Sdha levels.**

**Supplementary Table S1. Plasma BUN, creatinine and urine oxalate in mice.**

**Supplementary Table S2. Primer sequences used for the real-time qPCR analysis.**

**Supplementary Table S3. Antibodies used in the manuscript.**

**Supplementary methods**

**Chemicals and reagents**

SRT1720 (Sirt1 agonist), EX527 (Sirt1 inhibitor), MRK740 (H3K4me3 inhibitor) and 4-octyl itaconate (OI) were purchased from MedChemExpress (USA). CPI455 (H3K4me3 agonist) and EED226 (H3K27me3 inhibitor) were obtained from Selleck (USA). Calcium oxalate monohydrate (COM) were obtained from Sigma (USA, C0350000).

**Renal CaOx crystal detection**

The fixed kidney tissue samples were sectioned and stained with hematoxylin-eosin (HE). The renal crystal deposits were visualized by Pizzolatto staining polarized light optical microphotography (Zeiss, Oberkochen, Germany). ImageJ software was used to quantify CaOx crystals in kidney sections. Assessment of Tubular Injury and Cell Apoptosis: Periodic acid-Schiff (PAS) stain were used to assess renal tubular damage, including tubular atrophy and expansion, epithelial cell apoptosis, intraluminal cast formation, and brush edge loss.^1^ Ten nonrepetitive microscope fields (200×) were randomly selected to calculate the percentage of renal tubular cell damage. Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining was performed using a commercial kit (Beyotime, C1086), and positive cells in the analysis were counted to evaluate renal cell apoptosis.^2^

**Immunohistochemistry (IHC)**

The fixed mouse kidney tissues were sectioned and dewaxed with the mixture of xylene and absolute ethanol. Sections underwent antigen retrieval by microwave heating. After blocking with 5% BSA for 1 h, sections were incubated at 4°C overnight with primary antibodies, followed by evaluation using an Envision HRP Polymer system (Boster, China) and a Leica SCN400 scanner (Leica Biosystems, Germany). The relative expression of each protein was analyzed by ImageJ software.

**PET/CT Imaging**

Positron emission tomography/computed tomography (PET/CT) is a nuclear functional imaging technique used to assess glucose metabolic processes in the body. ^18^F-Fluorodeoxyglucose (^18^F-FDG) is an analog of deoxy glucose that accumulates in large amounts in tissues with high glucose uptake.^3^ It reflects active cellular metabolism and consequently provides an image that portrays glucose utilization. High uptake of ^18^F-FDG is also observed in activated inflammatory cells due to active metabolism and increased glucose consumption.^4^

All mice fasted for at least 12 hours before scanning and were then injected with 200±10 μCi ^18^F-FDG through the tail vein. The images were acquired using the static scan mode (10 minutes) of the Trans-PET BioCaliburn 700 system (Leikan Technology, China). Subsequently, AMIDE software (Massachusetts Free Software Foundation) was used to analyze the standardized uptake-value (SUV) measurements.

**Organic Metabolite Analysis by GC‒MS**

After the treatment, mouse kidney tissue of the same size was taken from each group and washed with cold deionized water. Extracts were dried by vacuum centrifugation, resuspended in 10 mg/mL methoxyamine hydrochloride containing pyridine, and derived with N-(tert-butyldimethylsilyl)-N-methyltrifluoroacetamid. Metabolite abundances are expressed relative to an internal standard (D-myristic acid).^5^

**Measurement of BUN, creatinine and oxalate**

After the mice were anesthetized, the plasma of mice in each group was collected. After standing at room temperature for 1h, centrifuge at 2000rpm for 15 minutes. Subsequently, serum BUN and creatinine levels were measured using commercial kits (Stanbio Laboratory, USA). After the mice were sacrificed, the abdominal cavity was exposed, and the urine was collected. After thawing, the oxalate concentration in urine samples was assessed using an oxalate assay kit (Sigma-Aldrich, MAK315). The values of plasma BUN, creatinine and urine oxalate in mice are shown in Table S1.

**Enzyme-linked immunosorbent assay (ELISA)**

Secreted interleukin-1β (IL-1β) levels in cell culture supernatants were quantified using commercially available ELISA kits (DY401, R&D Systems) according to the manufacturer's protocol. Briefly, supernatants were collected and centrifuged at 4°C to remove cellular debris. Then, samples were prepared in assay diluent and loaded onto antibody-coated 96-well plates. Colorimetric detection was performed using a SpectraMax i3x microplate reader (Molecular Devicesmd). Cytokine concentrations were calculated against a standard curve.

**Quantitative real-time PCR**

Total RNA was extracted from kidney tissue and cultured cells with TRIzol reagent (Invitrogen, USA) and then reverse transcribed into cDNA using a PrimeScript RT reagent kit (Vazyme, China). SYBR Green Master Mix (Vazyme, China) was used to perform qRT‒PCR based on standard protocols. All primers used in the experiment are shown in Table S2.

**Chromatin immunoprecipitation (ChIP) assay**

To further verify the binding of histones at predicted sites of downstream genes, ChIP experiments were performed using a ChIP kit (Millipore). The BMDMs activated by Sirt1 were fixed, cross-linked, and fragmented by ultrasound and then coimmunoprecipitated with Sirt1-, H3K27me3- and H3K4me3-specific antibodies, uncross-linked, and DNA fragments were recovered. Finally, primers were designed according to the predicted sites to amplify the corresponding binding regions, and parallel qPCR was used to detect the transcriptional regulation ability of H3K27me3 and H3K4me3 on Irg-1 and Sdha promoter binding sites after Sirt1 regulation.

**Western Blot (WB)**

RIPA lysis buffer (Servicebio) containing protease inhibitors was used to extract total protein. After detecting the protein concentration using the BCA protein assay kit (Servicebio), the tissue extract was electrophoresed by 10% SDS-polyacrylamide gel and transferred to PVDF membranes. Then, the membranes were incubated with primary antibodies overnight at 4°C. After incubation with HRP-labeled secondary antibody at 26°C for 1-2 hours, the membranes were visualized with LumiBlue (TM) ECL Express (Novus). ImageJ software was used for qualification. All experiments were replicated independently three times. Antibodies used in the manuscript are shown in Table S3.

**Flow cytometry**

To analyze the polarization of macrophages, cocultured BMDMs were separated by F4/80 and CD11b (BD Biosciences, USA) flow labeling. On this basis, CD86 and CD206 antibodies (BD Biosciences, USA) were used to distinguish M1 and M2 macrophage. In addition, to assess the mitochondrial membrane potential, cells were obtained and stained according to the instructions of the JC-1 kit (G1515; Servicebio). The fluorescence intensity of stained cells was analyzed by flow cytometry (CYTOFLEX, Beckman).

**Immunofluorescence**

BMDMs were plated on glass slides and fixed with 4% paraformaldehyde. Triton X-100 was used to permeabilizing cells, and blocked with 3% BSA. Then, cells were incubated with primary antibodies against Arg-1 (Abclone, A1847) and iNOS (Proteintech, 80517-1-RR)  in blocking buffer at 4°C for 16 h. Subsequently, simples were incubated with fluorescent antibodies against CY3 (Servicebio, GB21303) or FITC (Servicebio, GB22303) for 2 hours in the dark. Finally, counterstain the nucleus with DAPI. All images were captured with a fluorescence microscope (OLYMPUS IX71, Japan).

**Detection of ROS**

The treated TECs were incubated with 10 µmol/ml DCFH-DA (S0033, Beyotime Biotech, China) at 37°C in the dark for 20 minutes. In addition, TECs were incubated with 100 nmol/ml MitoSOX Red ([HY-D1055](https://www.medchemexpress.cn/mitosox-red.html), MCE) at 37°C for 15 minutes, the cells were washed with 37°C prewarmed PBS. The mouse kidney tissues were embedded in optimum cutting temperature (O.C.T.) and cut into thin slices by a cryostat (Leica CM1950, Germany). Frozen kidney sections were incubated with dihydroethidium (DHE) at 37°C for 30 minutes. All images were observed under a fluorescence microscope (OLYMPUS IX71, Japan). ImageJ software was used to quantify the level of ROS.

**Observation of Mitochondrial Microstructure**

After the mice were sacrificed, the kidney was immediately fixed in 2.5% glutaraldehyde. The glutaraldehyde was removed with PBS, and ultrathin sections were prepared and fixed in 1% osmium tetroxide solution for 1 hour. A transmission electron microscope (Hitachi, Japan) was then used to observe ultrathin sections. The shape transition of mitochondria was quantified by the aspect ratio (AR), and at least 3 mitochondria were selected for AR calculation in each field of view.

**Evaluation of macrophage phagocytosis by scanning electron microscopy (SEM)**

BMDMs or TECs inoculated onto glass slides were fixed with 2.5% glutaraldehyde for 15 min. The samples were dehydrated with ethanol and coated with conformal gold palladium. Then, a Hitachi cold field emission SEM (regulus8100, Japan) was performed to acquire the images.

**ATP detection**

After collecting cells, lyse them in cryolysis buffer. ATP quantification was detected using a commercial chemiluminescence assay kit (Beyotime, S0026). Briefly, 100 μL of testing solution was added to each well and pre-incubated at 25°C for 5 min to degrade background ATP. Subsequently, add 20 μL of cell lysate or ATP standard (0.1-10 μM). Relative light unit (RLU) values were immediately quantified using a GloMax® luminometer (Promega).

**ATP synthase detection**

Following cell collection, samples were lysed in ice-cold lysis buffer supplemented with protease inhibitor cocktail to preserve enzymatic integrity. Subsequently, the detection working solution was added in strict accordance with the manufacturer's protocol (Elabscience, E-BC-K838-M). Optical density (OD) values at 340 nm were quantified using 96-well plates. ATP synthase activity was calculated through the kinetic equation provided in the assay kit documentation.

**Fluorescent labeling of COM crystals and macrophage phagocytosis assay**

COM crystals were co-incubated with a FITC-conjugated anti-rabbit probes under light-protected conditions for 4-6h. Following incubation, the labeled crystals were subjected to three sequential PBS washes. Then, BMDMs were directly cultured with labeled crystals for 4-6h, and incubated with the cytoskeletal protein (f-actin) and nuclear staining (DAPI). Subsequently, cellular internalization was quantified through fluorescence microscopy imaging. The fluorescence intensity in macrophages reflects the amount of crystals engulfed.

**Supplementary references**

1. He C, Imai M, Song H, Quigg RJ, Tomlinson S. Complement inhibitors targeted to the proximal tubule prevent injury in experimental nephrotic syndrome and demonstrate a key role for C5b-9. *J Immunol*. May 1 2005;174(9):5750-7. doi:10.4049/jimmunol.174.9.5750

2. Mulay SR, Desai J, Kumar SV, et al. Cytotoxicity of crystals involves RIPK3-MLKL-mediated necroptosis. *Nat Commun*. Jan 28 2016;7:10274. doi:10.1038/ncomms10274

3. Cherry SR, Badawi RD, Karp JS, Moses WW, Price P, Jones T. Total-body imaging: Transforming the role of positron emission tomography. *Sci Transl Med*. Mar 15 2017;9(381)doi:10.1126/scitranslmed.aaf6169

4. Bleeker-Rovers CP, de Sévaux RG, van Hamersvelt HW, Corstens FH, Oyen WJ. Diagnosis of renal and hepatic cyst infections by 18-F-fluorodeoxyglucose positron emission tomography in autosomal dominant polycystic kidney disease. *Am J Kidney Dis*. Jun 2003;41(6):E18-21. doi:10.1016/s0272-6386(03)00368-8

5. Vincent EE, Sergushichev A, Griss T, et al. Mitochondrial Phosphoenolpyruvate Carboxykinase Regulates Metabolic Adaptation and Enables Glucose-Independent Tumor Growth. *Mol Cell*. Oct 15 2015;60(2):195-207. doi:10.1016/j.molcel.2015.08.013

**Supplemental Figures**

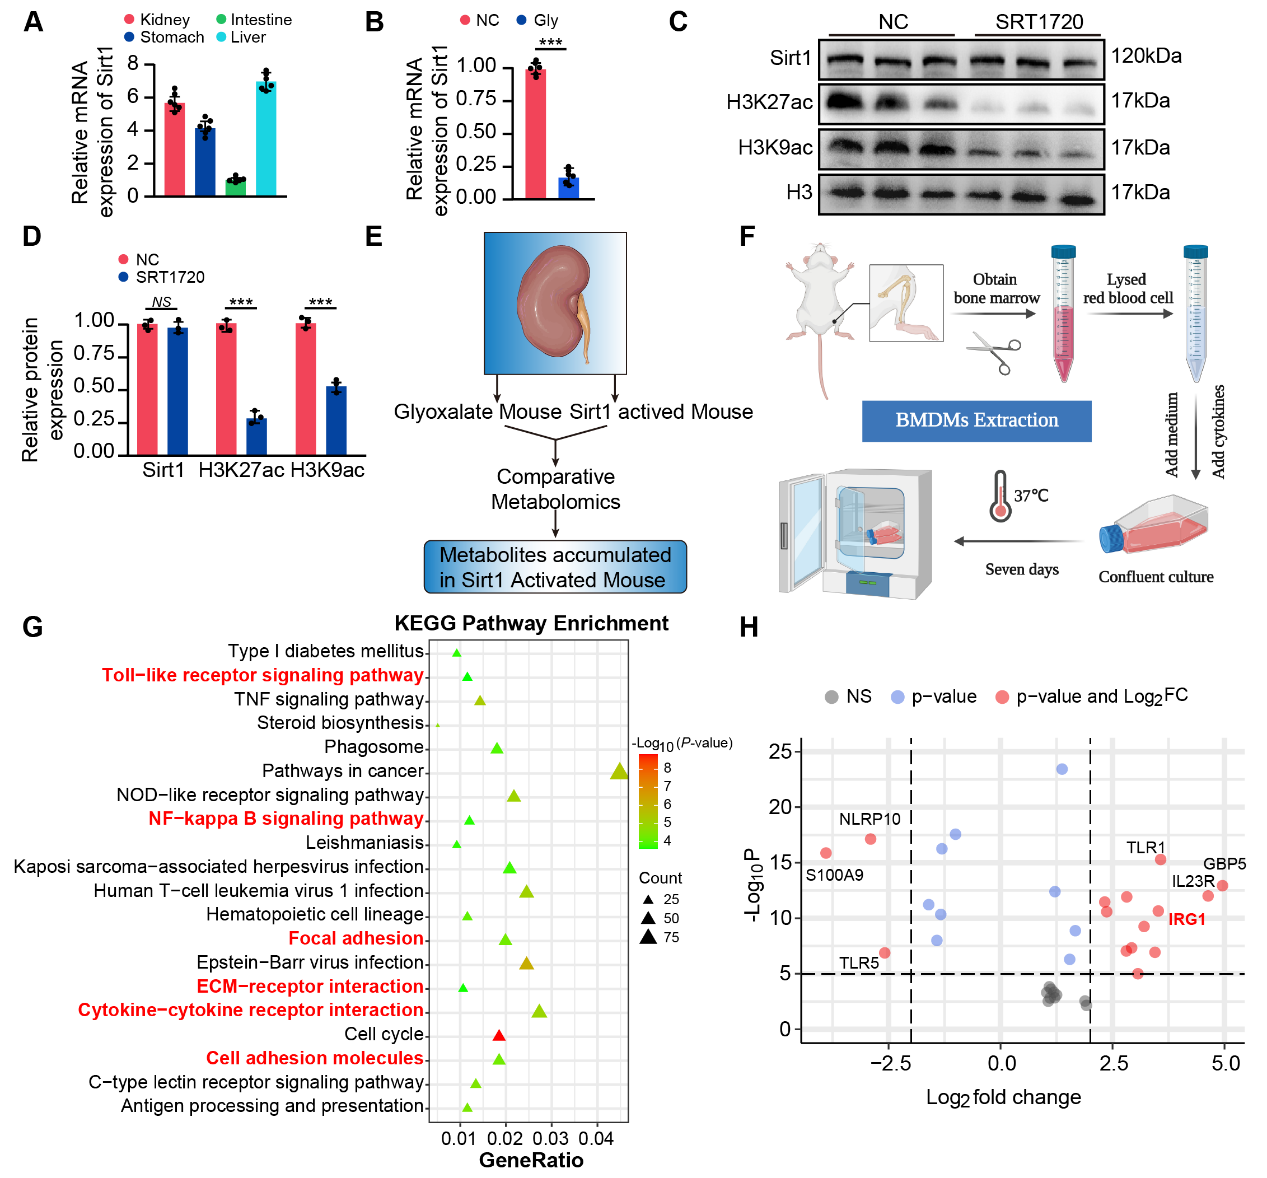

**Fig. S1** **Expression of Sirt1 in tissues and identification of differentially expressed genes.** (A) Relative mRNA analysis of the expression of Sirt1 in major metabolic organs, including the liver, kidney, intestine and stomach (n=6). (B) Relative mRNA analysis of Sirt1 levels in renal tissues of different treatments, including negative control (NC), and glyoxylate (Gly) (n=6). (C and D) Western blot analysis the effect of Sirt1 agonists on Sirt1 and acetylated histones (n=3). (E) GC-MS nontargeted metabolomic analysis was performed to assess the differential metabolites in the Gly group and Gly+SRT1720 group (n=6). (F) The process of BMDM acquisition. (G) KEGG enrichment analysis of the enrichment pathways of differentially expressed genes. (H) The volcano plot demonstrates the expression of 35 differentially expressed genes. ****P* < 0.001.

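Among the genes named beside their points in Fig. S1H, Gbp5 rose from 4.62 ± 2.84 FPKM (SD, n = 6) in NC to 170 ± 137 FPKM (SD, n = 6) in COM. Its adjusted p was 5.5e-05 from limma. Tlr1 rose from 3.89 ± 2.06 to 39.7 ± 17.5 FPKM (SD, n = 6 each), a log2 fold change of 3.10 (standard error 0.35, adjusted p = 1.5e-05 from limma). Il23r was close to 0 in NC, with 0.194 ± 0.205 FPKM, and reached 5.79 ± 2.66 FPKM in COM (SD, n = 6 each), a log2 fold change of 2.45 (standard error 0.20). S100a9 fell from 171 ± 52.7 to 8.43 ± 7.11 FPKM (SD, n = 6 each), and Nlrp10 from 1.87 ± 0.489 to 0.196 ± 0.12 FPKM (SD, n = 6 each), a log2 fold change of -1.25 (standard error 0.13). In each of these genes the 6 COM samples lay apart from the 6 NC samples. For Il23r and Nlrp10 the size of the change depends on the pseudocount, and with 0.1 in place of 1 it was 4.54 and -2.79.

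Outside the 35 genes, the 5 largest rises among called genes whose groups did not overlap were those of Ccl5 (log2 fold change 9.12), Saa3 (7.74), Ms4a4c (6.80), Susd2 (6.31) and Ifi205 (6.07). Ccl5 averaged 8.81 FPKM in NC (3.51 to 16.0) and 5866 FPKM in COM (2849 to 11290), and its change exceeded the spread between samples (adjusted p = 1.4e-08 from limma). Saa3, Ms4a4c and Ifi205 belong to families of similar genes, so their reads could have been split. Apart from S100a9, the largest falls were those of Ube2c (log2 fold change -4.90), Stmn1 (-4.84), Ccnb2 (-4.53) and Birc5 (-4.48). Ube2c fell from 46.2 ± 12.9 to 0.615 ± 0.551 FPKM (SD, n = 6 each; adjusted p = 2.17e-08 from limma).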

**
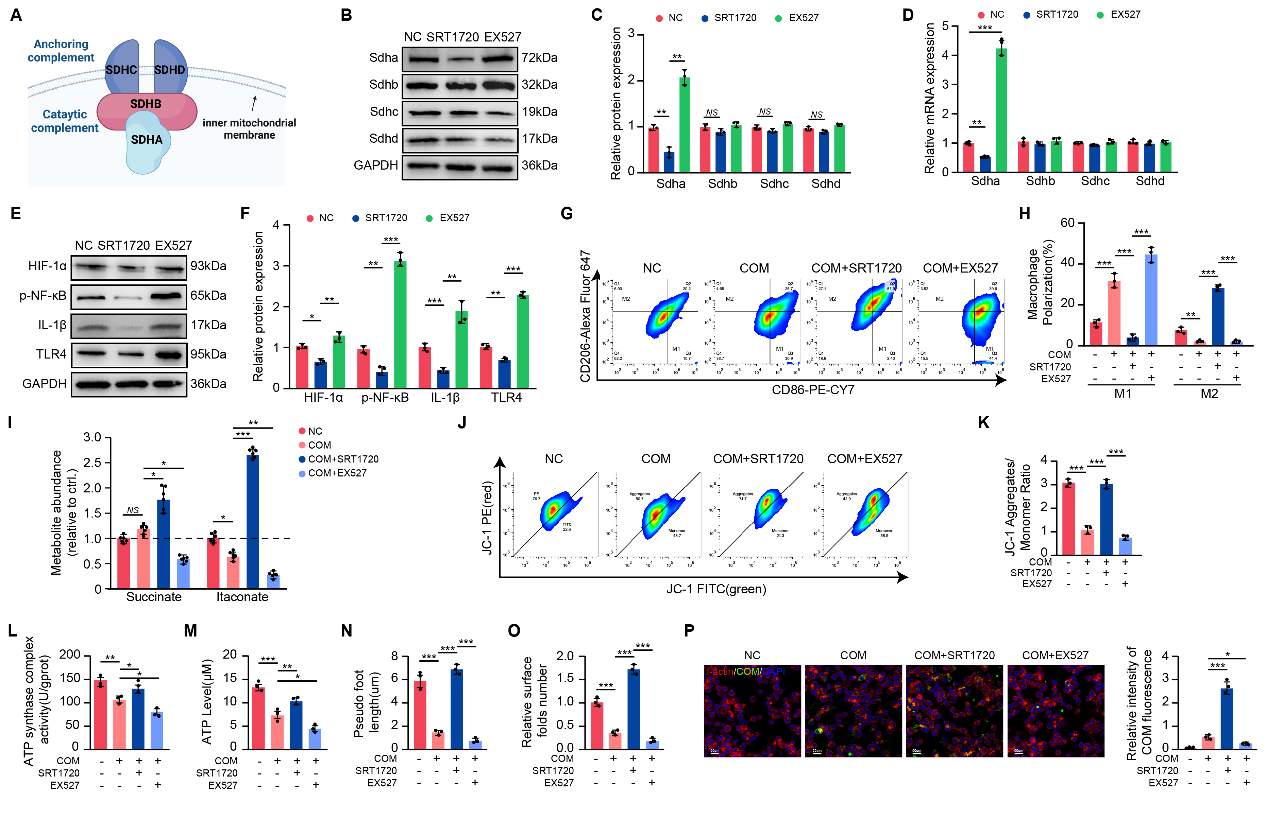
**

**Figure S2 Regulation of Sirt1 on downstream inflammatory genes.** (A) The structures of SDH, Sdha and Sdhb are catalytic subunits, and Sdhc and Sdhd are anchoring subunits. (B and C) Western blot and quantification of SDH subunits. (D) Relative mRNA analysis of SDH subunits and macrophage markers with Sirt1 alteration. (E and F) Western blot demonstrated the regulation of Sirt1 on inflammatory genes. (G and H) Flow cytometry analysis and quantification of the BMDM polarization state of F4/80^+^ cells with anti-CD86 and anti-CD206 antibodies. (I) Metabolic abundance of succinate and itaconate under Sirt1 activation/inhibition. (J and K) Flow cytometry demonstrated altered mitochondrial membrane potential under JC-1 dye. (L and M) ATP synthase activity and ATP levels of TECs. (N and O) Quantification of pseudopodia and surface folds in macrophages. (P) Fluorescence microscopy analysis of BMDM phagocytic ability (f-actin: red; COM: green; DAPI: blue). (Data are presented as mean ± SD, n = 3). **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

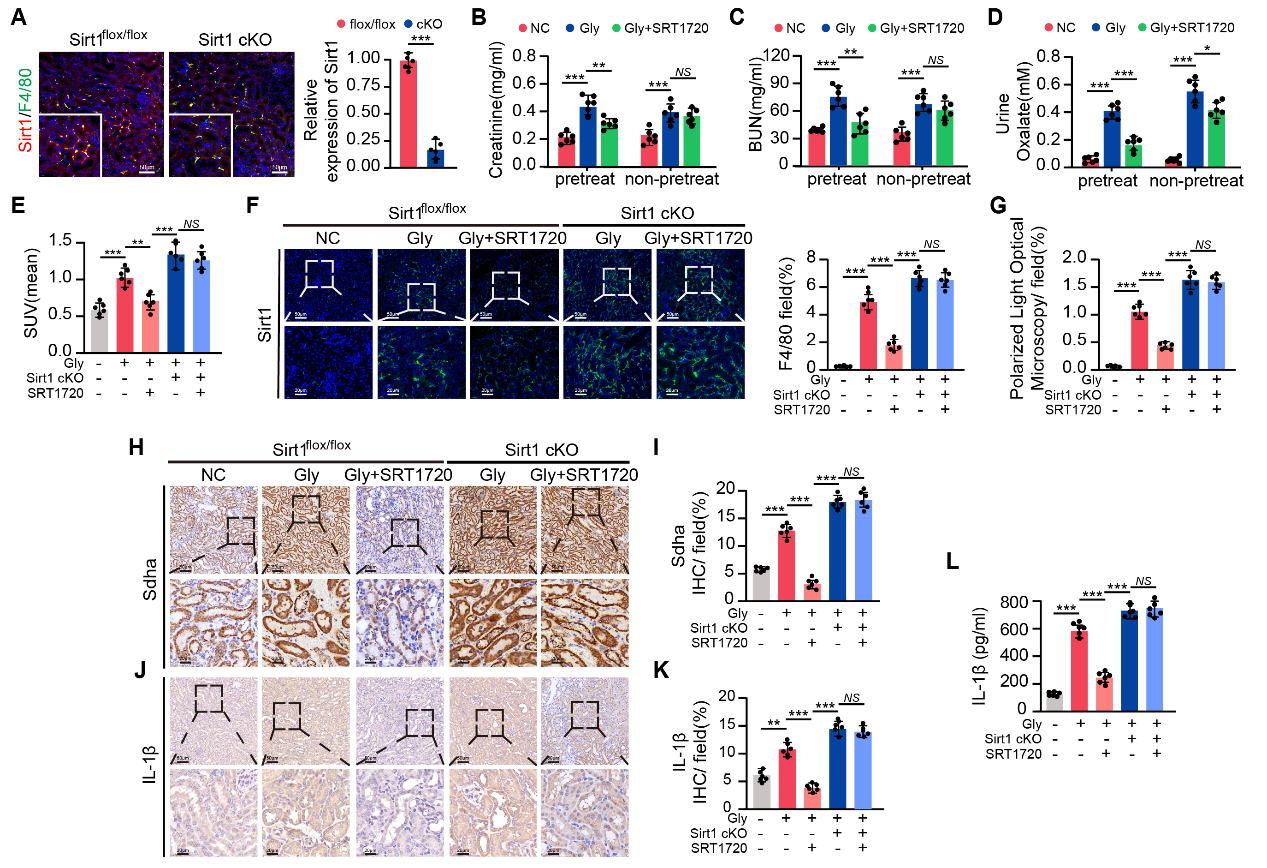

**Figure S3 Protective effect of Sirt1 on renal crystal deposition.** (A) IF showed Sirt1 (red) and macrophage marker F4/80 (green) of kidney tissues in Sirt1^flox/flox^ and Sirt1 cKO mice (200×, scale bar: 50 μm). (B and C) BUN and creatinine levels in mice pretreated three days ahead and non-pretreated. (D) Urine oxalate levels in mice pretreated three days ahead and non- pretreated. (E) The uptake value of ^18^F-FDG in the kidneys of different groups of mice. (F) IF showed macrophage marker F4/80 (green) of kidney tissues in Sirt1^flox/flox^ and Sirt1 cKO mice (200×, scale bar: 50 μm). (G) Polarized light optical microscopy showed CaOx crystal deposition in different groups. (H-K) IHC staining was used to measure Sdha and IL-1β in renal tissue (upper channel: 200×, scale bar: 50 μm; lower channel: 600×, scale bar: 20 μm). (L) IL-1β levels measured by ELISA in cell culture supernatants. (Data are presented as mean ± SD, n = 6). **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *NS*: no significance.

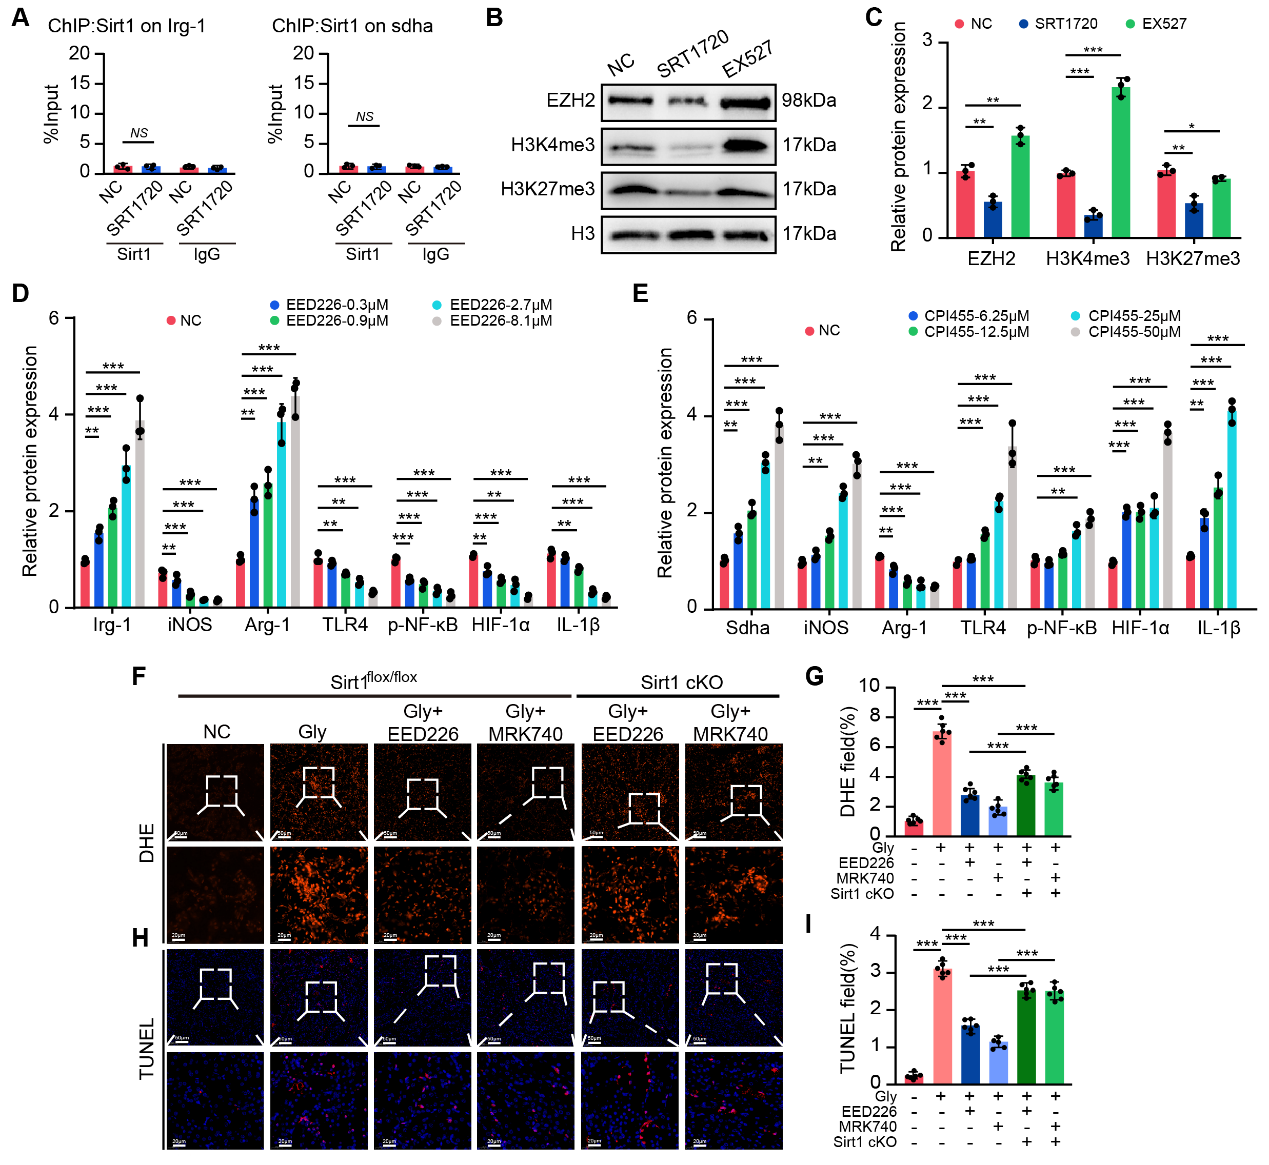

**Figure S4 Regulation of Sirt1 at the histone level.** (A) ChIP-qPCR analysis of Sirt1 binding to the Irg-1 and sdha promoter treated with SRT1720 (n=3). (B and C) Western blot showing EZH2, H3K27me3, and H3K4me3 levels in BMDMs (n=3). (D) The bar graph shows protein quantification of macrophage inflammation and polarization by inhibition of H3K27me3(n=3). (E) The bar graph shows protein quantification revealed the regulation of macrophage inflammation and polarization by activation of H3K4me3(n=3). (F-I) DHE and TUNEL staining revealed oxidative damage to TECs (upper channel: 200×, scale bar: 50 μm; lower channel: 600×, scale bar: 20 μm) (n=6). **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

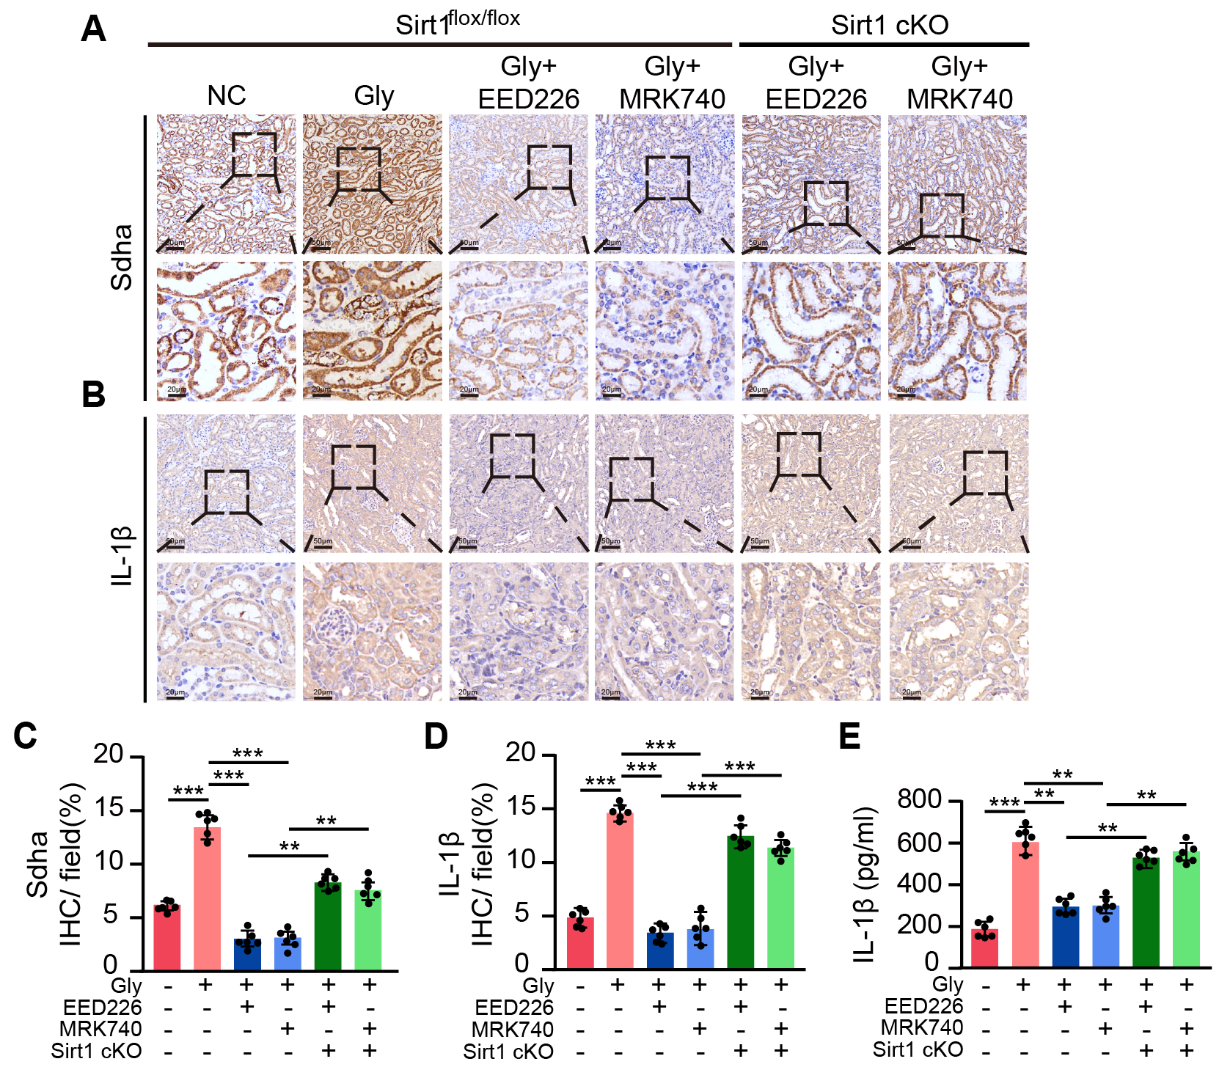

**Fig. S5 Protective effect of Sirt1 on renal crystal deposition via H3K27me3 and H3K4me3.** (A-D) IHC staining showed Sdha, and IL-1β levels in kidney tissue (200×, scale bar: 50 μm) (n=6). (E) IL-1β levels measured by ELISA in cell culture supernatants (n=6). **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *NS*: no significance.

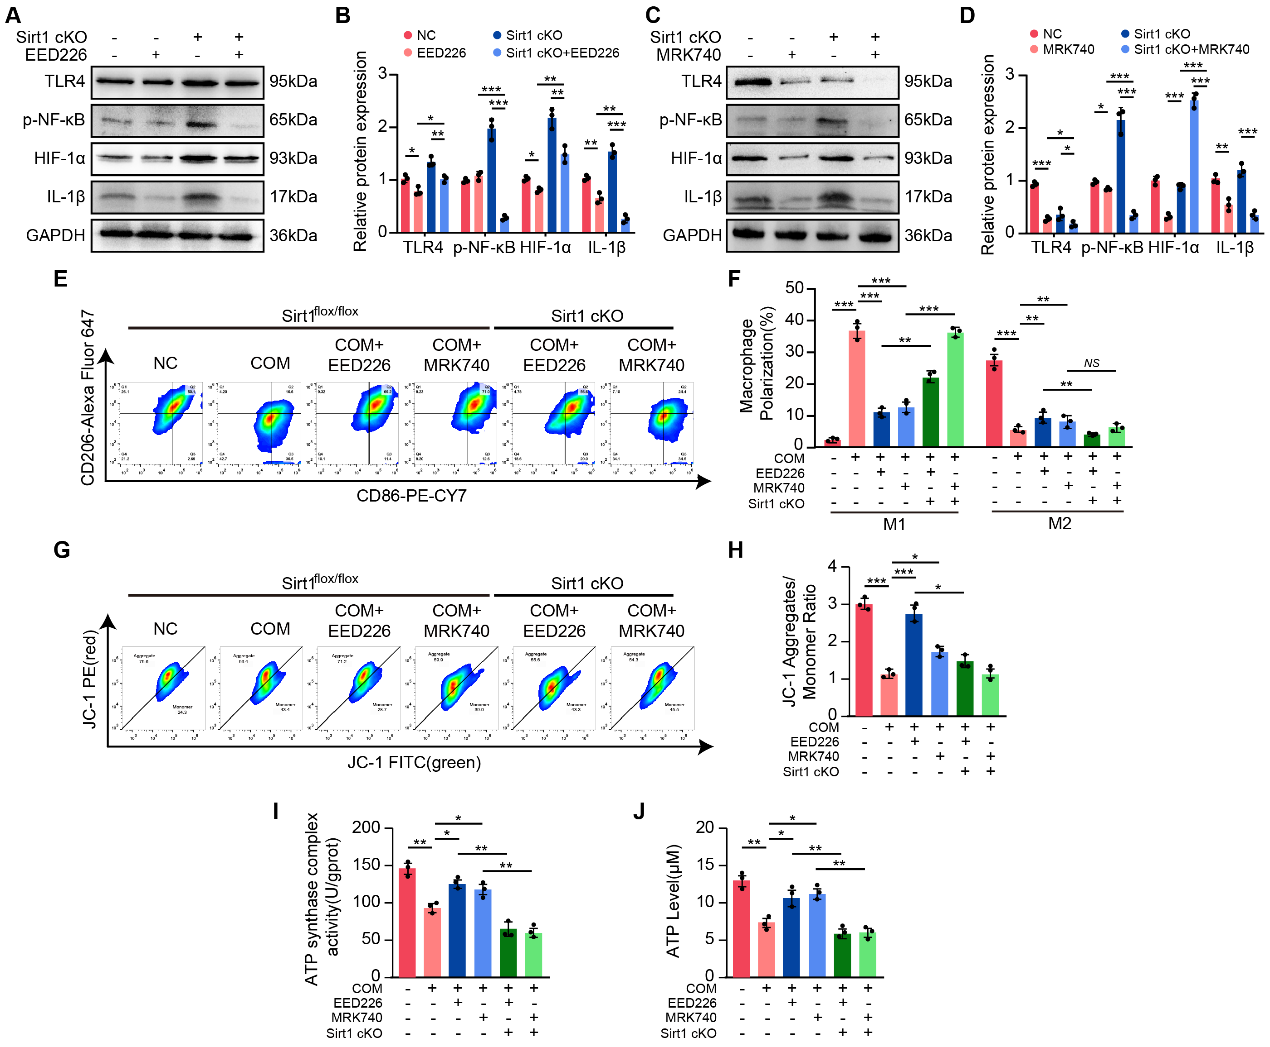

**Figure S6 Reversion experiments in macrophage polarization and TECs damage.** (A and B) Inhibition of Sirt1 concomitantly downregulated H3K27me3 on the protein levels of Irg-1 and downstream inflammatory genes analyzed by Western blot. (C and D) Inhibition of Sirt1 concomitantly downregulated H3K4me3 on the protein levels of Sdha and downstream inflammatory genes analyzed by Western blot. (E and F) Flow cytometric analysis and quantification of the BMDM polarization state of F4/80^+^ cells with anti-CD86 and anti-CD206 antibodies. (G and H) Flow cytometry demonstrated mitochondrial membrane potential changes with JC-1 dye. (I and J) ATP synthase activity and ATP levels of TECs. Data are presented as mean ± SD, n = 3). **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

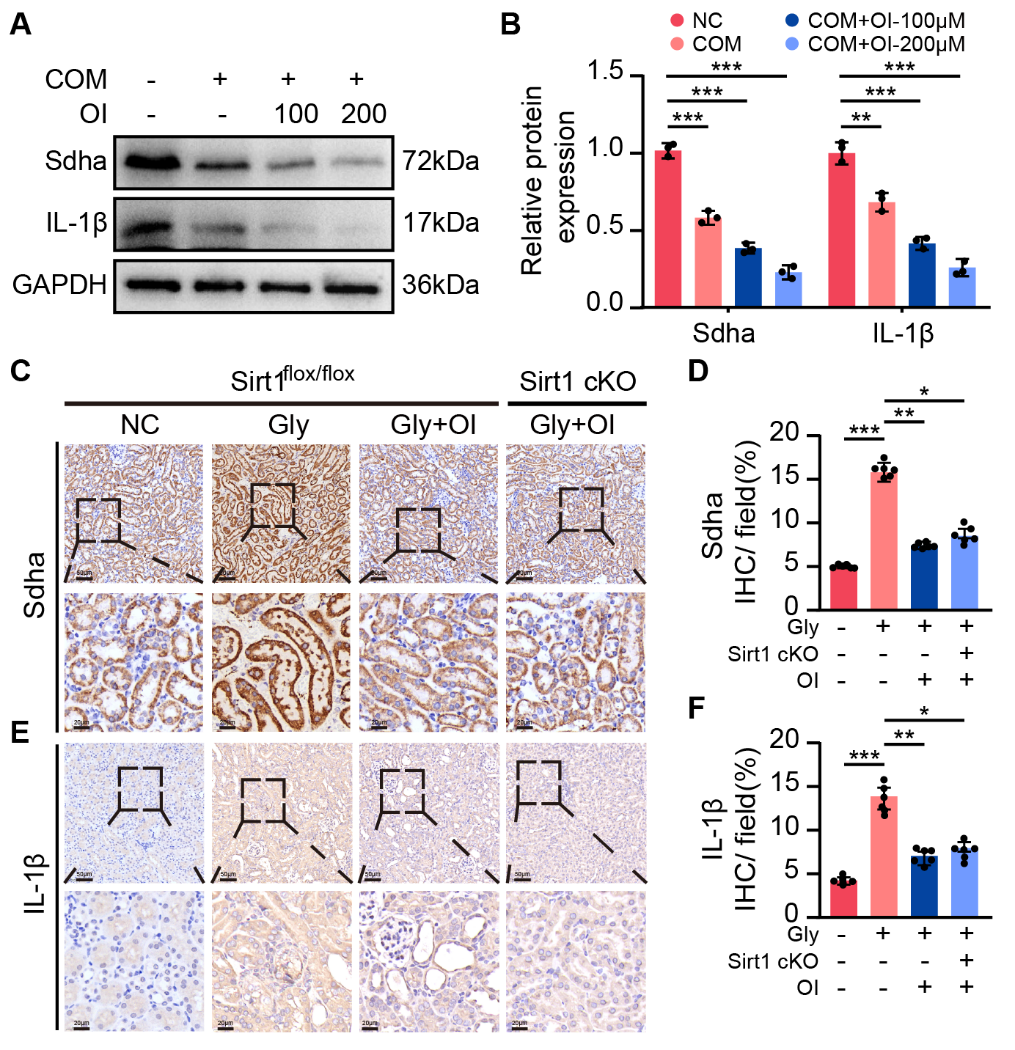

**Fig. S7 OI reduces crystal deposition and Sdha levels.** (A and B) Western blot showing the Sdha level under OI treatment in BMDMs (n=3). (C-F) IHC staining showed Sdha and IL-1β levels in kidney tissue (200×, scale bar: 50 μm) (n=6). **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

**Supplemental Tables**

**Supplemental Table 1. Plasma BUN, creatinine and urine oxalate in mice.**

| **Group** | **BUN**  **(mg/ml)** | **Creatinine**  **(mg/ml)** | **Urine Oxalate**  **(****mM)** |
| --- | --- | --- | --- |
| NC | 36.382±1.532 | 0.251±0.076 | 0.032±0.011 |
| Gly | 68.374±9.844 ^a^ | 0.419±0.089 ^a^ | 0.395±0.053 ^a^ |
| Gly+SRT1720 | 43.965±6.938 ^b^ | 0.321±0.087 ^b^ | 0.126±0.042 ^b^ |
| Gly+cKO | 87.623±17.333 ^b^ | 0.594±0.091 ^b^ | 0.546±0.095 ^b^ |
| Gly+SRT1720+cKO | 89.963±21.527 ^c^ | 0.568±0.103 ^c^ | 0.583±0.093 ^c^ |
|  |  |  |  |
| NC | 28.042±5.486 | 0.167±0.038 | 0.055±0.007 |
| Gly | 64.453±9.748 ^a^ | 0.538±0.074 ^a^ | 0.382±0.073 ^a^ |
| Gly+OI | 38.012±7.567 ^b^ | 0.292±0.058 ^b^ | 0.278±0.042 ^b^ |
| Gly+OI+cKO | 46.374±9.826 ^b^ | 0.343±0.067 ^b^ | 0.249±0.081 ^b^ |

Abbreviations: BUN, blood urea nitrogen; NC, normal control; Gly, glyoxylate; OI, 4-octyl itaconate; cKO, Sirt1 cKO mice.

^a^*P*<0.05 compare with the NC group

^b^*P*<0.05 compare with the Gly group

^c^*P*<0.05 compare with the Gly+cKO group

**Supplementary Table S2. Primer sequences used for the real-time qPCR analysis.**

| **Primer** | **Name** | **Primer sequence (5′ - 3′)** |
| --- | --- | --- |
| qRT‒PCR | Sirt1 | F: ATGACGCTGTGGCAGATTGTT  R: CCGCAAGGCGAGCATAGAT |
|  | Irg-1 | F: GGTGAGCCTGCAACTTGGAT  R: CGGATCTTCTGTCCGATCTGC |
|  | Sdha | F: GCGGTGGTCACCTTGATCC  R: CCTCTGTAGAAGCGTCTGAATG |
|  | iNOS | F: CACCTTGGAGTTCACCCAGT  R: ACCACTCGTACTTGGGATGC |
|  | Arg-1 | F: TGGCTTGCGAGACGTAGAC  R: GCTCAGGTGAATCGGCCTTTT |
|  | TLR4 | F: ATGGCATGGCTTACACCACC  R: GAGGCCAATTTTGTCTCCACA |
|  | HIF-1α | F: GTCCCAGCTACGAAGTTACAGC  R: CAGTGCAGGATACACAAGGTTT |
|  | IL-1β | F: TTCAGGCAGGCAGTATCACTC  R: GAAGGTCCACGGGAAAGACAC |
|  | GAPDH | F: TGGTGAAGGTCGGTGTGAAC  R: GCTCCTGGAAGATGGTGATGG |
| ChIP‒qPCR | Irg-1 | F: AGGGTGCCTAGCCCATAAGT  R: AGCCCCTAACAGCGTTCAAA |
|  | Sdha | F: TCCTGCACAGCGACAAGAAG  R: TACAGCTTGGCCCCAAAGAG |

**Supplementary Table S3. Antibodies used in the manuscript.**

| **Name (Supplier name, Catalogue number)** | **RRID** |
| --- | --- |
| Sdhb (proteintech, 10620-1-AP) | RRID: AB_2285522 |
| Sdhc (proteintech, 14575-1-AP) | RRID: AB_2183291 |
| iNOS (proteintech ,80517-1-RR) | RRID: AB_2918898 |
| TLR4 (proteintech, 66350-1-Ig) | RRID: AB_2881730 |
| EZH2 (proteintech, 21800-1-AP) | RRID: AB_10858790 |
| H3K9ac (proteintech, 29133-1-AP) | RRID: AB_3085344 |
| H3 (proteintech, 17168-1-AP) | RRID: AB_2716755 |
| Sdhd (abclone, A16240) | RRID: AB_2772166 |
| GAPDH (abclone, AC002) | RRID: AB_2736879 |
| Arg-1 (abclone, A1847) | RRID: AB_2763883 |
| H3K27ac (abclone, A7253) | RRID: AB_2767797 |
| IL-1β (CST, 12242) | RRID: AB_2715503 |
| Sirt1 (CST, 8469) | RRID: AB_10999470 |
| Sirt1 (Sigma, 04-1557) | RRID: AB_1977495 |
| Irg-1(CST, 17850) | RRID: AB_3064865 |
| Sdha (CST, 11998) | RRID: AB_2750900 |
| HIF-1α (CST, 14179) | RRID: AB_2622225 |
| NF-κb p65 (CST, 8242) | RRID: AB_10859369 |
| Anti-mouse IgG, HRP-linked Antibody (CST, 7076) | RRID: AB_330924 |
| Anti-rabbit IgG, HRP-linked Antibody (CST, 7074) | RRID: AB_2099233 |
| PE Rat anti-Mouse F4/80 (BD bioscience, 565410) | RRID: AB_2687527 |
| FITC Rat anti-CD11b (BD bioscience, 561688) | RRID: AB_10898180 |
| PE-CyTM7 Rat anti-Mouse CD86 (BD bioscience, 560582) | RRID: AB_1727518 |
| [Alexa Fluor® 647 Rat Anti-Mouse CD206](https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-rat-anti-mouse-cd206.565250) (BD bioscience, 568808) | RRID: AB_3094491 |

How the deposited data were processed for this re-analysis (not part of the article)

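RNA-seq of BMDMs in coculture with TECs was analysed in 18 samples, 6 each of NC, COM and COM+Met. Conditions and replicate numbers were taken from the sample labels, and the NC and COM groups of 6 match those of Fig. 1I. All 18 sample columns of the table were used and 0 were left out. The authors deposited FPKM values, which are mapped fragments scaled to the length of each gene and to the total of each sample, with replicates kept apart. The submitters' processing notes name Bowtie 0.12.2 and the builds mm8 and mm9 without saying what each was used for, and the quantifier, annotation release and filters are not given in the sources used here. The table holds gene names and identifiers but no coordinates. Of 22036 genes with an Ensembl identifier, 22022 were found by that identifier in GENCODE M21 on GRCm38, 21984 of them with the same symbol, and positions, GC content and transcript length were taken from there. FPKM values do not give the read depth, so no counting interval or detection limit could be given, and how precise a value of a low gene is remains unknown. FPKM is already scaled to the total of each sample, so that a gene falls in FPKM when abundant genes rise.

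Values were transformed to log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the samples compared were tested with limma 3.58.1 (lmFit, and eBayes with a trend on mean expression) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. COM was compared with NC, and COM+Met with COM, each in a fit of its own 12 samples. A gene was called at an adjusted p below 0.05 and a change of at least 2-fold on this scale. Single genes were also compared by a two-sided exact permutation test of the mean log2 value over all possible ways to split 12 samples into 6 and 6. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

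Gene lists were written by hand for 9 themes: Toll-like receptor, NF-kappa B and cell adhesion pathways, inflammatory cytokines, interferon response, cell cycle, cholesterol synthesis, M1 markers and M2 markers. They stand for the terms of Fig. 1G and Fig. S1G and are not the Gene Ontology or KEGG sets. Each was tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 9 lists. Lists of neutrophil and tubular epithelial markers served only for checks of RNA from other cells, and a list of stromal markers was added for the same use after the values had been seen. The genes named are those in the paper's text, Fig. 1I or its primer and antibody tables, and in each comparison the 5 largest rises and the 5 largest falls among called genes whose groups of 6 did not overlap. The directions in Fig. 1I were seen when this rule was written.

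The tests, lists, rule for named genes and alternatives were fixed before the data were examined, except where an alternative is said to have been added. The alternatives were pseudocounts of 0.1 and 5, no filter beyond a value above 0, a filter of at least 5 FPKM, values rescaled to the same sum in each sample (TPM), median-of-ratios size factors, quantile normalisation, the replicate number as a block, all 18 samples in the same fit, limma's sample weights (arrayWeights), each sample left out in turn, and, for gene lists, an estimated inter-gene correlation and the self-contained test fry. The removal of each sample's trend on GC content and transcript length (splines with 4 degrees of freedom) was added after the data had been seen, as was the log2 ratio of group means for the genes of Fig. S1H. GC content was known for 10322 of 10751 genes (96.0%).

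The procedure was tested on simulated data made from the mean and spread of these samples with 200 changed genes. For COM against NC, with 10900 genes, 93 of 100 genes changed by 1.5 on the log2 scale and 100 of 100 changed by 3 were called, with 2 false calls among 10700 unchanged genes. For COM+Met against COM, with 10364 genes, 91 of 100 and 99 of 100 were called, with 2 false calls among 10164. A gene list moved as a whole was recovered by camera with either correlation and by fry, and 0 of 8 other lists were called. The changed genes were drawn only from those with a mean log2(FPKM + 1) above 3, so lower genes were not covered. Noise was drawn independently for each gene and sample, without correlated genes or clusters of samples. The simulation therefore cannot show how the tests behave where genes are correlated or samples cluster, as in these data. Counts of called genes were compared with those of 100 of the 462 splits of the 12 samples into groups of 6.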

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

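The tests of tubular epithelial, neutrophil and stromal RNA, of a sample under another label and of mitochondrial RNA, and the removal of the GC content and length trends, were chosen only after the result was seen.

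The paper does not report on the COM+Met samples, and they differed from the COM samples. Of 10364 genes tested, 230 were called, 63 higher and 167 lower in COM+Met, and 1384 had an adjusted p below 0.05 from limma. In 1157 genes the 6 COM+Met samples did not overlap with the 6 COM samples, where chance would give 0.216% of genes. The largest rises among called genes whose groups did not overlap were those of Mgll (log2 fold change 2.17), Fstl1 (1.67), Fabp5 (1.55), Csf1 (1.53) and Hist1h2bg (1.52), and the largest falls were those of a new gene model, Mus_musculus_newGene_7625 (-2.81), Wfdc21 (-2.49), Plac8 (-2.36), Il1f9 (-2.26) and Tnfrsf9 (-2.18). Hist1h2bg belongs to a family of near-identical histone genes, so its value is uncertain. If the samples are independent, chance is argued against for the count of called genes. The real split was the only 1 of 100 splits of the 12 samples to call as many, and the highest of the others called 1. The 6 samples of a group may be technical repeats, so the splits do not exclude a chance difference between cultures. GC content and length bias is argued against as the whole cause, since 87.8% of the called genes stayed called in the same direction after each sample's trend was removed. The count depends on the samples, as 2753 genes had an adjusted p below 0.05 without COM-6. The treatment with Met is the biological explanation that the design gives. It stays open beside a difference in library batch, which the labels do not give. The spread among the COM samples is argued against as the cause for the 159 called genes whose groups did not overlap. For the other called genes that spread stays open.

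The COM samples did not form a single cluster, while those of COM+Met did. Among COM-1 to COM-5 the lowest correlation over all genes was 0.948, that of COM-1 with COM-4, and the lowest among the COM+Met samples was 0.989. Noise of low values is argued against, because over the 1235 genes with a mean of at least 50 FPKM the lowest correlation among COM-1 to COM-5 was 0.812, while over the same genes the lowest among the COM+Met samples was 0.9802, that of COM-1 with COM-2 was 0.996 and that of COM-4 with COM-5 was 0.996. GC content and length bias is argued against, because the lowest correlation was still 0.948 after the trends were removed. RNA of tubular epithelial cells from the lower chamber is argued against, because apart from Spp1, which reached 1176 FPKM in COM but also averaged 977 FPKM in NC, the highest of the tubular epithelial markers in a COM sample was Cdh1 with 0.954 FPKM. Of the 23 markers, 2 had a mean of at least 1 FPKM in NC and 4 stand in another list. Neutrophil RNA in part of the samples would bring its genes in a fixed ratio, but for 7 of 8 neutrophil genes the ratio to S100a8 varied more than 2-fold over the COM samples, which argues against it as the whole cause. The most abundant of them, Lcn2, ran from 640 to 1672 FPKM with its 3 highest values in COM-4, COM-5 and COM-6. In the other direction, S100a8 measured 298, 276, 301, 51.9, 56.4 and 28.4 FPKM in COM-1 to COM-6 and Mmp9 measured 61.1, 56.3, 59.2, 7.01, 6.22 and 5.80 FPKM, and S100a9 and Ngp were likewise lower in each of COM-4, COM-5 and COM-6 than in any of the other COM samples, so a part of neutrophil RNA stays open. Of the 18 neutrophil markers, 12 had a mean of at least 1 FPKM in NC, and S100a9 is among the genes of Fig. 1I. A COM+Met sample under a COM label is argued against, because no COM sample correlated with a COM+Met sample at more than 0.982, below the lowest correlation within COM+Met, and because Il1b, which was 184 FPKM or less in every COM+Met sample, was at least 455 FPKM in every COM sample. Even so, COM-4 and COM-5 correlated with each COM+Met sample at 0.977 to 0.982 and with COM-1, COM-2 and COM-3 at only 0.948 to 0.951, so over all genes these 2 samples lay closer to COM+Met than to those COM samples, and the comparison of COM+Met with COM depends on this spread. A difference in library batch or in the state of the cultures stays open, since no source gives either. In NC, too, NC-5 and NC-6 stood apart from the others, for which no explanation was tested.

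COM-6 stood further apart. Its share of mitochondrial transcripts was 11.6% of all FPKM, against 4.47% to 5.18% in the other COM samples, and its share of new gene models was 1.93%, against 1.17% to 1.31%. The median log2(FPKM + 1) of the M2 markers was 2.25 in COM-6, against 2.72 to 2.85, Sdhd was 26.8 FPKM, against 64.0 to 83.1 FPKM, and Tlr4 was 21.9 FPKM, against 14.2 to 15.1 FPKM. Mitochondrial RNA taking up part of the total is argued against as the cause, since its share predicts a loss of only -0.11 on the log2 scale in all other genes, the same for each. RNA of stromal cells is argued against as the whole cause, because only 3 of 12 stromal markers that reached 1 FPKM in a COM sample, Bgn, Postn and Dcn, were higher in COM-6 than in every other COM sample. The most abundant marker, Fn1, measured 5.44 FPKM in COM-6 and 30.2 FPKM in COM-1, but 4.10 and 3.94 FPKM in COM-4 and COM-5. Of the 12 markers, only Pdgfrb was not higher in COM-6 than in both COM-4 and COM-5, so a part of stromal RNA stays open. All 15 markers of the list are in the table, and 13 had a mean of at least 1 FPKM in NC. A bias by GC content is a candidate explanation: across genes, which are not independent replicates, the deviation of COM-6 from the median of the other COM samples had a rank correlation of -0.631 with GC content, against 0.0409 to 0.218 for the deviations of the others, and removing the trends raised its highest correlation with another COM sample from 0.935 to 0.966, still below the 0.993 and above of the others. The bias may thus account for part of the distance. A rank correlation of 0.254 with transcript length leaves length bias open. No biological explanation was tested, since the design gives none for a single sample of the group.

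A sample far from the others, by Dixon's ratio, marks the 5 values of COM-6 given above and those that follow. In all, 102 groups of 6 values were searched for a sample far from the others, and 13 were found where chance would give about 5.1. Apart from COM-6, these were the share of ribosomal protein transcripts in NC-5 (5.67%, against 6.11% to 6.20%), the median log2(FPKM + 1) of the NF-kappa B list in COM-1 (4.80, against 4.91 to 4.95), the share of the 50 highest genes in COM+Met-1 (36.7%, against 38.0% to 38.6%), Acod1 in COM+Met-1 (1650 FPKM, against 2078 to 2153 FPKM), Rela in COM+Met-1 (55.7 FPKM, against 44.6 to 48.1 FPKM), the median of the inflammatory cytokine list in COM+Met-6 (6.05, against 6.22 to 6.25), that of the M1 markers in COM+Met-5 (6.22, against 6.09 to 6.13) and Arg1 in COM+Met-4 (0.0438 FPKM), which was listed at 0 in the other COM+Met samples. Neither a technical nor a biological explanation was tested for these.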

How the results depend on the processing

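The removal of the GC content and length trends and the log2 ratio of group means were chosen only after the data had been seen. Gene lists are given as medians relative to all genes, with the false discovery rate (FDR) from camera unless fry, which tests a list's own changes against 0 and not against other genes, is named, and the direction of a list is that of its test, which can differ from the side of its median. Single genes are given as log2 fold changes with adjusted p from limma. Except where a cause is given, the cause of a change was not tested.

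For COM against NC, the 1926 called genes became 980 with a pseudocount of 5, which shrinks the changes of low genes by construction, and between 1325 and 2454 in the other alternatives. Leaving out each sample gave 1727 (without COM-6) to 2073 (without COM-1) called genes. Acod1 kept its direction and an adjusted p below 0.05 in all settings tested. Over the genes named, 1270 of the gene and setting pairs kept direction and side of the threshold, 48 no longer passed it, 18 passed it anew and 13 changed sign. With limma's sample weights Rela (-0.030), Cd86 (-0.36) and Ly86 (-0.87) changed sign, of which Ly86 passed the threshold (adjusted p 0.0118, from 0.0118 to 0.551 over the alternatives). These weights were 0.239, 0.226 and 0.057 for COM-4, COM-5 and COM-6, while that of NC-1 was 4.42. Tlr4 changed sign with median-of-ratios size factors (0.0060), and Itgam with these (0.29) and with quantile normalisation (0.034), which move all genes by construction. Itgam ran from -0.19 (without NC-6) to 0.083 (without COM-6).

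With an inter-gene correlation estimated from the data, none of the lists that passed for COM against NC did so any longer: Toll-like receptor (0.63), inflammatory cytokine (1.70), interferon response (3.89) and M1 (3.02) each had an FDR of 0.174, cell cycle (-2.04) 0.199, NF-kappa B (0.69) 0.261 and cholesterol synthesis (-1.78) 0.282. In fry, NF-kappa B (0.69) did not pass (FDR 0.131), M2 (-1.18) did (9.56e-07) and cell adhesion (0.22) was lower in COM (0.0453), where camera had it higher without passing. Cell adhesion passed with a filter of at least 5 FPKM (0.59, FDR 0.00092, from 0.00092 to 0.636 over the alternatives). In the other 214 pairs of list and setting, the tests kept direction and side of the threshold, although with sample weights the median of cell adhesion was -0.14.

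For COM+Met against COM, the 230 called genes became 370 with a pseudocount of 0.1, 90 with a pseudocount of 5 and 719 with limma's sample weights, and 182 to 300 when samples were left out in turn. Genes with an adjusted p below 0.05 from limma numbered 1384, and 6680 with sample weights. They ran from 943 (without COM+Met-3) to 2753 (without COM-6). The sample weights were 0.133, 0.126 and 0.035 for COM-4, COM-5 and COM-6, against 1.83, 2.5 and 2.51 for COM-1 to COM-3. The weighted fit thus compared COM+Met mainly with COM-1 to COM-3, here and for the lists and single genes below. Acod1, with a log2 fold change of 0.54, had an adjusted p of 0.543 from limma with all 18 samples in the same fit, where the spread of NC enters by construction, and kept its side in the other alternatives (adjusted p up to 0.0438).

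The replicate numbers do not pair the samples: same-numbered samples correlated in their deviations from the group means at -0.114 to -0.0263 between COM and NC and at -0.222 to 0.0337 between COM+Met and COM, and no sample correlated best with its own number. With the replicate number as a block, 1920 genes were called for COM against NC and 202 for COM+Met against COM. Genes with an adjusted p below 0.05 in the latter fell to 744 in the paired fit.

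Among the lists for COM+Met against COM, interferon response (0.46, FDR 0.00073) no longer passed with an estimated correlation (0.46, FDR 0.933) or in fry (0.46, FDR 0.569), and ran from 0.29 without COM-1 (FDR 0.121) to 0.64 without COM-4. It also failed without COM-2 (0.0983) or COM-3 (0.0907). The other lists did not pass. With sample weights the direction turned for Toll-like receptor (0.20), cholesterol synthesis (-0.49) and M1 (1.02), which all passed in the new direction (FDR 0.00254, 0.00253 and 0.00254, each the lowest of a range up to 0.976 or more), and for NF-kappa B (-0.025), which did not pass. Inflammatory cytokines (0.78, FDR 9.33e-05) also passed there, in a range from 9.33e-05 to 0.982. Without a filter, Toll-like receptor (-0.030) and NF-kappa B (-0.034) turned and cell cycle (-0.10) and M2 (-0.16) passed. With a filter of at least 5 FPKM, Toll-like receptor (-0.043) and cell cycle (-0.055) turned. Inflammatory cytokines turned with median-of-ratios size factors (0.18), quantile normalisation (0.17), GC content and length trends removed (0.078) and fry (0.18), and M1 with all 18 samples in the same fit (-0.035). M2 passed with the trends removed (-0.22) and in fry (-0.17), where cell adhesion (-0.16) passed as well. With samples left out in turn, Toll-like receptor ran from -0.093 (without COM-2) to 0.037 (without COM-6), NF-kappa B from -0.064 (without COM+Met-1) to -0.014 (without COM-5), inflammatory cytokines from 0.075 (without COM-1) to 0.42 (without COM-6), cholesterol synthesis from -0.10 (without COM-4) to 0.16 (without COM-1), M1 from -0.25 (without COM-3) to 0.39 (without COM-6) and M2 from -0.31 (without COM-5) to -0.17 (without COM+Met-6), M2 passing without COM+Met-1.

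Over the genes named for COM+Met against COM, 578 of the gene and setting pairs kept direction and side of the threshold. Of the others, 8 passed it anew with the same sign, among them Sirt1 with sample weights, and 2 no longer passed it. The single genes that changed sign for COM+Met against COM had not passed the threshold before. They were Cd86 (0.69), Gapdh (0.22), Sdha (-0.050), Sdhc (-0.13), Sdhd (-0.080) and Tlr4 (0.024) with sample weights, where Cd86 (adjusted p 6.38e-05, in a range up to 0.999) and Sdhc (0.0422, in a range up to 0.658) passed in the new direction, Gapdh (0.010) with median-of-ratios size factors, Gapdh (0.028) and Cd86 (0.00098) with quantile normalisation, Adgre1 (-0.023) in TPM, and Cd86 (0.022), Tlr4 (0.069) and Mrc1 (0.016) with the trends removed. With samples left out, Adgre1 ran from -0.0070 (without COM-6) to 0.071 (without COM+Met-1), Cd86 from -0.23 (without COM-3) to 0.19 (without COM-6), Gapdh from -0.13 (without COM+Met-5) to 0.11 (without COM+Met-3), Mrc1 from -0.27 (without COM-5) to 0.036 (without COM-2), Sdhc from -0.012 (without COM-6) to 0.23 (without COM-3) and Tlr4 from -0.075 (without COM-4) to 0.043 (without COM-6). The share of genes called for COM against NC that moved the opposite way under Met, 52.1%, fell below that of genes moving the same way with a pseudocount of 5 (45.2%) and without a filter (46.7%).

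The read depth is unknown, so how far it limits the values of low genes could not be said.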

Differences from the paper's values

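The log2 ratio of group means was chosen only after the values had been seen, and the other settings named here were set before the data were examined.

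Fig. S1H names 7 genes beside their points. For 4 of them, S100a9, Tlr1, Gbp5 and Acod1, the log2 fold change here lay within the spread between samples of the value in the figure, and for 3 low genes it did not. For Nlrp10 the paper's value is about -2.9 in Fig. S1H, read by eye, and the value here on the log2(FPKM + 1) scale is -1.25. With a pseudocount of 0.1 it was -2.79, within the spread of the paper's value, and so was the log2 ratio of group means (-3.25), which was chosen after the values had been seen, by the spread on its own scale. In every other setting that tested the gene the values differed. For Tlr5 the paper's value is about -2.6 in Fig. S1H, read by eye, and the value here is -0.62 on the log2(FPKM + 1) scale. Tlr5 lay below the filter of 1 FPKM and was tested only without a filter, which leaves the value as it is, while the log2 ratio of group means, chosen after the values had been seen, was -3.25, within the spread on its own scale of the paper's value. For Il23r the paper's value is about 4.6 in Fig. S1H, read by eye, and the value here is 2.45. A pseudocount of 0.1 gave 4.54, within the spread of the paper's value, and so did the log2 ratio of group means (4.90), which was chosen after the values had been seen. That ratio has no test for any of these genes, so that it neither calls nor drops any of the paper's genes, and its spread was taken from the coefficients of variation of FPKM. In the other settings that tested Il23r the values differed.

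Fig. 1I presents 35 genes as differentially expressed between COM and NC. All 35 changed here in the direction shown, and 30 had an adjusted p below 0.05 from limma over all genes tested. Tlr5 and Ido1 lay below the filter and had an adjusted p of 0.000953 and 0.00443 from limma without a filter, the only setting that tested them. Olr1 (adjusted p 0.104 from limma) passed the threshold with median-of-ratios size factors, quantile normalisation, all 18 samples in the same fit, limma's sample weights, and without COM-4 or COM-5, and its adjusted p ran from 2.7e-05 to 0.205 over the alternatives. Cd180 (adjusted p 0.0705 from limma) passed with median-of-ratios size factors, with all 18 samples in the same fit, without COM-1, COM-2 or COM-3, and when adjusted over the list alone (0.0468), and its adjusted p ran from 0.0276 to 0.793. Ly86 (adjusted p 0.312 from limma) passed in no setting in the direction of Fig. 1I, with adjusted p from 0.0118 to 0.551, the lowest being that of limma's sample weights, where it was lower in COM.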

Other observations

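The test by removal of the GC content and length trends was chosen only after the data had been seen.

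For COM against NC, chance is argued against for the count of called genes if the samples are independent. They may be technical repeats, so splits of the samples do not exclude a chance difference between cultures. The real split called 1926 genes, 1 of 100 splits called as many, and the highest of the others called 962. That split set NC-1, NC-3, NC-4, NC-5, NC-6 and COM-3 against the other 6 samples, and so exchanged a single sample of each group. GC content and length bias is argued against as the whole cause, since 92.5% of the called genes stayed called in the same direction after the trends were removed.

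The median log2 fold change of all genes for COM against NC was -0.27. The hypothesis that a few genes take up more of the total in COM was tested by the share of the 50 highest genes, which rose from 30.3% in NC to 34.4% in COM and predicts a shift of -0.087. This is smaller than the median and could explain part of it, but genes outside the 50 highest can take up the total as well, so the test does not settle the matter. A lower number of transcripts from most genes in COM cannot be told apart from such a shift with FPKM alone.

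Of the lists that stand behind no claim on these samples, cell cycle genes were lower in COM (48 of 55 called lower and 0 higher, median relative log2 fold change -2.04, false discovery rate 4.16e-17 from camera), as were cholesterol synthesis genes (22 of 24 called lower, -1.78, 3.09e-07). M1 markers were higher (10 of 15 called higher, 3.02, 1.95e-09). M2 markers had a median of -1.18, with 2 called higher and 7 lower of 13, and did not pass in camera (0.404), while they passed in fry (9.56e-07, in a range up to 0.922 over the alternatives), which tests the list's own changes (median -1.45) against no change and not against other genes. Each direction held with median-of-ratios size factors and with quantile normalisation. With an estimated inter-gene correlation none of these lists passed. Of the 15 M1 markers, 13 stand in another list.

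The paper measures Sirt1, the SDH subunits and macrophage markers in other experiments, and their values in these BMDMs were as follows. Sirt1 measured 6.60 ± 0.551 FPKM in NC, 4.43 ± 1.59 FPKM in COM and 5.58 ± 1.34 FPKM in COM+Met (SD, n = 6 each). For COM against NC its log2 fold change was -0.53 (adjusted p = 0.0139 from limma), or -0.26 relative to the median of all genes, and with median-of-ratios size factors it was -0.25 and with quantile normalisation -0.23, neither of which passed (adjusted p 0.342 and 0.371, in a range from 1.36e-05 to 0.371 over the alternatives). COM-6, at 7.34 FPKM, lay above every NC sample. Sdha measured 79.7 ± 9.57 FPKM in NC and 57.4 ± 8.21 FPKM in COM (SD, n = 6 each), a log2 fold change of -0.47 (adjusted p = 0.00514 from limma) and -0.20 relative to the median, and no longer passed with median-of-ratios size factors (-0.16). All 6 COM samples lay below all 6 NC samples. The paper's discussion describes a surge of Sdha in macrophages under COM, and Fig. 2 measured it by Western blot and mRNA in coculture. The RNA in these samples moved in the opposite direction. Sdhb had a log2 fold change of 0.19 (adjusted p = 0.331 from limma), which passed with median-of-ratios size factors (0.51), with limma's sample weights and without COM-6. Sdhd had one of -0.52 (adjusted p = 0.0756 from limma), or -0.25 relative to the median, which passed with quantile normalisation, with all 18 samples in the same fit and without COM-6. Sdhc had one of -0.49 (adjusted p = 0.0384 from limma), or -0.22 relative to the median, and no longer passed in 12 settings: median-of-ratios size factors (-0.18), quantile normalisation, no filter, the replicate block, limma's sample weights, and without NC-2, NC-3, NC-4, NC-5, NC-6, COM-4 or COM-5. Hif1a rose by 0.42 (adjusted p = 0.0271 from limma), which no longer passed without NC-4, NC-5, NC-6 or COM-1. Il1b rose from 86.8 ± 78.5 to 535 ± 67.8 FPKM (SD, n = 6 each), a log2 fold change of 3.55. In NC it measured 60.0 to 209 FPKM in NC-1 to NC-4 but 8.04 and 4.18 FPKM in NC-5 and NC-6. Mrc1 fell from 79.9 ± 32.5 to 3.26 ± 1.93 FPKM (SD, n = 6 each), with a log2 fold change of -4.29, and Adgre1, the gene of F4/80, rose from 112 ± 9.98 to 577 ± 63.2 FPKM (SD, n = 6 each), a log2 fold change of 2.36. Nos2 ranged widely in COM (108 ± 116 FPKM, SD, n = 6) and its log2 fold change of 3.84 no longer passed with limma's sample weights (1.07). Arg1 was low, with 1.89 ± 0.959 FPKM in NC and 0.671 ± 0.339 FPKM in COM (SD, n = 6 each), a log2 fold change of -0.74 (adjusted p = 0.0132 from limma), or -0.47 relative to the median, which no longer passed with quantile normalisation (-0.41). Cd86 (0.66), Rela (0.13) and Itgam (-0.027) did not pass (adjusted p 0.173, 0.525 and 0.941 from limma), although Rela did with median-of-ratios size factors (0.44), and Sucnr1 lay below the filter, with a mean of 0.373 FPKM in NC and 0.0119 FPKM in COM. Gapdh had a log2 fold change of -0.70, or -0.44 relative to the median, and no longer passed with median-of-ratios size factors (-0.39). The log2 fold change of Ezh2 was -0.99, or -0.72 relative to the median. Tlr4 had a change of -0.30, which lay at 0.0060 with median-of-ratios size factors.

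Under Met, Acod1 rose from its level in COM to 2039 ± 193 FPKM (SD, n = 6), and all 6 COM+Met samples were above all 6 COM samples (two-sided exact permutation test, p = 0.00216, the smallest p that these groups allow). The log2 fold change was 0.54 (adjusted p = 0.00408 from limma), and with all 18 samples in the same fit the adjusted p was 0.543, in a range from 3.13e-06 to 0.543 over the alternatives. Il1b was lower in COM+Met (170 ± 9.25 FPKM, SD, n = 6; log2 fold change -1.64), with an adjusted p of 5.6e-06 from limma and 0.107 with all 18 samples in the same fit, in a range from 1.05e-09 to 0.107 over the alternatives. Itgam was lower as well (-0.84, adjusted p = 0.00722 from limma). The change of Sirt1 was 0.30 and did not pass (adjusted p = 0.309 from limma). It passed only with limma's sample weights, at 0.48 (adjusted p 0.00952, in a range from 0.00952 to 0.505 over the alternatives). There COM-6, the COM sample with the highest Sirt1, had a weight of only 0.035. Of the lists, only interferon response passed in camera, with 50 of 54 genes higher and a median log2 fold change of 0.46, and it did not pass without COM-1, COM-2 or COM-3 (medians 0.29, 0.30 and 0.31), with an estimated inter-gene correlation or in fry. The median log2(FPKM + 1) of this list was 7.002 to 7.075 in COM+Met. That lay above COM-1 to COM-3 (5.726 to 5.825) but below COM-4 to COM-6 (7.381 to 7.540), so the rise depends on which COM samples are compared.

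Whether Met turned back the changes of COM was examined over the 1575 genes called for COM against NC and tested in both comparisons. Of these, 52.1% moved the opposite way in COM+Met against COM. Both comparisons share the COM samples, so that chance alone gives opposite signs: groups simulated without any effect gave 84.3%, and groups simulated with the COM changes kept and no effect of Met gave 57.0%. The covariance of the 2 sets of changes was -0.014, against -0.018 (no effect) and -0.019 (COM changes kept) in the simulations. With the COM samples split into 3 for each comparison, the share ran from 20.9% to 70.7% over 20 splits, with a median of 48.6%. Of the genes called higher in COM against NC, 62 were called lower under Met, where independent lists would give 10.6, and 12 were called higher, against 3.95. Of those called lower, 13 were called higher under Met, against 5.58, and 22 lower, against 14.9. The observed share of opposite signs lies below both simulated values. The simulations gave all groups the same spread for a gene, drew genes independently and took the most strongly changed genes instead of the called ones. COM samples varied more than COM+Met samples, so the simulated shares may misstate what chance gives. The numbers for independent lists leave out the shared samples. Neither thus gives a measure of Met turning the changes back.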
